# A gene co-expression network predicts functional genes controlling the re-establishment of desiccation tolerance in germinated *Arabidopsis thaliana* seeds

**DOI:** 10.1007/s00425-015-2283-7

**Published:** 2015-03-26

**Authors:** Maria Cecília D. Costa, Karima Righetti, Harm Nijveen, Farzaneh Yazdanpanah, Wilco Ligterink, Julia Buitink, Henk W. M. Hilhorst

**Keywords:** ABA, ABI3, LEA proteins, Transcriptome

## Abstract

**During re-establishment of desiccation tolerance (DT), early events promote initial protection and growth arrest, while late events promote stress adaptation and contribute to survival in the dry state.**

Mature seeds of *Arabidopsis thaliana* are desiccation tolerant, but they lose desiccation tolerance (DT) while progressing to germination. Yet, there is a small developmental window during which DT can be rescued by treatment with abscisic acid (ABA). To gain temporal resolution and identify relevant genes in this process, data from a time series of microarrays were used to build a gene co-expression network. The network has two regions, namely early response (ER) and late response (LR). Genes in the ER region are related to biological processes, such as dormancy, acquisition of DT and drought, amplification of signals, growth arrest and induction of protection mechanisms (such as LEA proteins). Genes in the LR region lead to inhibition of photosynthesis and primary metabolism, promote adaptation to stress conditions and contribute to seed longevity. Phenotyping of 12 hubs in relation to re-establishment of DT with T-DNA insertion lines indicated a significant increase in the ability to re-establish DT compared with the wild-type in the lines *cbsx4*, *at3g53040* and *at4g25580*, suggesting the operation of redundant and compensatory mechanisms. Moreover, we show that re-establishment of DT by polyethylene glycol and ABA occurs through partially overlapping mechanisms. Our data confirm that co-expression network analysis is a valid approach to examine data from time series of transcriptome analysis, as it provides promising insights into biologically relevant relations that help to generate new information about the roles of certain genes for DT.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00425-015-2283-7) contains supplementary material, which is available to authorized users.

## Introduction

During seed development, orthodox seeds acquire the remarkable ability to tolerate desiccation. This means that during development, as a part of the maturation phase, these seeds experience slow reduction of their water content to less than 5 % of their dry weight with little or no loss of viability (Ooms et al. 1993). In this dry state, orthodox seeds can survive for years or centuries, which permit their storage and ensure better dispersal (Ramanjulu and Bartels 2002). During seed imbibition and germination, increasing water availability allows metabolic processes to resume, eventually leading to the emergence of the radicle and the associated progressive loss of desiccation tolerance (DT) (Buitink et al. 2003, 2006; Maia et al. 2011). Yet, after radicle protrusion, there is a small developmental window during which DT can be rescued by treatment with an osmoticum (polyethylene glycol, PEG) and/or the plant hormone abscisic acid (ABA) (Buitink et al. 2003; Maia et al. 2011, 2014).

Incubation in PEG induces membrane changes, inhibits radicle growth, down-regulates genes related to energy metabolism and cell wall modification, up-regulates genes related to antioxidant activity, response to stress and seed storage, and induces synthesis of protective molecules, such as non-reducing sugars and certain proteins, such as late embryogenesis abundant (LEA) and heat shock proteins (HSPs) (Buitink et al. 2003, 2006; Maia et al. 2011). Furthermore, genes coding for ABA signal transduction elements and drought/stress-induced transcription factors (TFs) are also up-regulated, leading to the hypothesis of a partial overlap of ABA-dependent and ABA-independent regulatory pathways involved in both drought and DT (Buitink et al. 2003, 2006; Maia et al. 2011). Mutants compromised in ABA sensitivity or synthesis were shown to be still able to produce desiccation-tolerant seeds that, however, are impaired in re-establishment of DT during germination (Maia et al. 2014). Moreover, ABA perception and signaling, more than ABA content, are influencing the ability to re-establish DT (Maia et al. 2014). In previous studies, the re-establishment of DT was brought about by the simultaneous application of cold and osmotic stress (Buitink et al. 2003), or osmotic stress and/or ABA (Maia et al. 2011, 2014). Although treatment of germinated seeds with ABA alone is able to re-establish DT (Maia et al. 2014), the regulatory and mechanistic pathways activated via ABA remain to be elucidated.

Here, we used microarrays to characterize global gene expression during the re-establishment of DT in germinated *A. thaliana* seeds by ABA, and used the data for network analysis of gene co-expression, to gain more resolution on and identify relevant genes in this process. Gene-expression data derived from microarray analysis have been commonly used to provide insight into biological processes at a system-wide level (Wang et al. 2006; Freeman et al. 2007) and is well suited to reconstruct gene regulatory networks to explore potential biological relations (Wang et al. 2006). These networks consist of nodes that represent genes connected by edges that infer co-expression based on a correlation threshold (Freeman et al. 2007). The analysis of this kind of networks is based on the assumption that genes with similar expression patterns have similar functions (Freeman et al. 2007).

In this study, the construction and analysis of a co-expression network proved to be a valid approach to examine data from microarrays of a time series of DT re-establishment by ABA. Using a combination of physiology and transcriptomic approaches, we generated and partially validated a co-expression network, which revealed two major patterns of gene expression during the re-establishment of DT by ABA: an early and a late response. Genes could be divided into those that respond earlier to the incubation in ABA and provide initial protection and signal transduction, and those that respond later and provide adaptation to the stress condition. Validation of the network by functional characterization of genes identified based on the network analysis revealed important roles of some of these genes in the re-establishment of DT in germinated seeds.

## Materials and methods

### Plant growth conditions and germination assays

*Arabidopsis thaliana* plants, accession Columbia (Col-0, N60000), were grown on Rockwool plugs (MM40/40; Grodan), in a climate cell (20 °C day, 18 °C night), under 16 h of light, and watered with Hyponex nutrient solution (1 g l^−1^, http://www.hyponex.co.jp). Seeds were bulk harvested in three replicates of at least two plants. Seeds used in germination assays were cold stratified for 72 h at 4 °C in 9-cm Petri dishes on two layers of blue filter paper (Blue Blotter Paper, Anchor Paper Company, http://www.seedpaper.com) and 10 ml of distilled water. After stratification, seeds were transferred to germination cabinets with constant white light at 22 °C.

### Re-establishment of DT using ABA

To assess the re-establishment of DT using ABA, germinated seeds at the stage of radicle protrusion (stage II, Maia et al. 2011) were incubated for a maximum of 3 days in 6-cm Petri dishes containing 1.3 ml of an ABA solution (10 µM) on two sheets of white filter paper (grade 3hw, Biolab Products, Sartorius Stedim Biotec) in the dark at 20 °C. The incubation in ABA was done in the dark to reduce oxidative damage. After incubation, seeds were rinsed in distilled water, transferred to new Petri dishes with one dry sheet of white filter paper and dried for 3 days at 40 % relative humidity (RH) at 20 °C, resulting in water content levels as low as 0.08 g H_2_O g^−1^ dry weight. After drying, seeds were pre-humidified in air of 100 % RH for 24 h at 22 °C in the dark and subsequently rehydrated in water on a Copenhagen Table under a 12/12 h dark/light regime at 20 °C. Germinated seeds were evaluated according to the survival of their primary root, presence of green and fully expanded cotyledons (cotyledon survival) and growth resumption with both green and fully expanded cotyledons and development of a root system (seedling survival).

### Longevity of germinated seeds

Longevity of germinated seeds was evaluated by an accelerated aging test after incubation in ABA for 24 h and 72 h, drying for 3 days at 40 % RH, storage for 24 h at 80 % RH and 40 °C in the dark and rehydration. The parameters evaluated were survival of the primary root, cotyledons survival and seedling survival.

### RNA extraction and microarray hybridization

Seeds at the stage of radicle protrusion (control) and these seeds after four periods (2, 12, 24 and 72 h) of incubation in ABA were used for RNA extraction. Total RNA was extracted from three replicates of approximately 1000 germinated seeds for each time point following a modified hot borate protocol (Wan and Wilkins 1994; Maia et al. 2011). The seeds were ground and mixed with 800 µl of extraction buffer (0.2 N Na borate decahydrate (Borax), 30 mM EGTA, 1 % SDS, 1 % Na deoxycolate) containing 1.76 mg DTT and 52.8 mg PVP40, and heated to 80 °C. In the next step, 4 mg proteinase K was added to this solution before incubation for 15 min at 42 °C. After the addition of 64 µl of 2 M KCL, the samples were incubated on ice for 30 min and subsequently centrifuged for 20 min at 12,000*g*. The supernatant was transferred to a new tube, 260 µl of ice-cold 8 M LiCl was added, and the tubes were incubated overnight on ice. After centrifugation at 4 °C for 20 min at 12,000*g*, the pellets were washed with 750 ml of ice-cold 2 M LiCl and re-suspended in 100 µl milliQ water. The samples were phenol–chloroform extracted, DNAse treated (RQ1 DNase, Promega) and further purified with RNeasy spin columns (Qiagen) according to the manufacturer’s instructions. RNA quality and concentration were assessed by agarose gel electrophoresis and a NanoDrop ND-1000 spectophotometer (Nanodrop^®^ Technologies, Wilmington, DE, USA). RNA was processed for the use on Affymetrix ARAGene 1.1ST Arrays as described by the manufacturer. In brief, reverse transcription was employed to generate double-stranded cDNA that was in vitro transcribed to biotinylated cRNA. The biotinylated cRNA was used for hybridization. The Affymetrix HWS Kit for GeneTitan (part nr. 901622) was used for hybridization, washing and staining of the array plates. The array plates were scanned using the Affymetrix Command Console v3.2 software.

All data are MIAME compliant as detailed on the MGED Society website http://www.mged.org/Workgroups/MIAME/miame.html. The microarray data have been deposited on the NCBI’s Gene Expression Omnibus (Edgar et al. 2002) and is accessible through the GEO Series accession number GSE62876.

### Microarray analysis

Signal intensities were extracted and analyzed using the Bioconductor packages of R (Gentleman et al. 2004). The data were normalized using the RMA algorithm (Irizarry et al. 2003) with the TAIRG v17 cdf file (http://www.brainarray.mbni.med.umich.edu).

To equalize background noise, gene expression values less than four were replaced with four (Dekkers et al. 2013). After this transformation, fold changes were calculated comparing each time-point with the control (germinated seeds at the stage of radicle protrusion non-treated with ABA). A gene was considered differentially expressed (the differentially expressed genes: DEGs) if the difference between its mean expression in at least one time-point and the control was statistically significant at *P* ≤ 0.01 after application of linear modeling with thresholds for absolute fold change of 2.0 (on a log_2_ scale).

The resulting gene set was used for an over-representation analysis (ORA) to recover over-represented biological processes (using Bonferroni-corrected *P* value at 0.05) based on gene ontologies using Gene Trail (Keller et al. 2008). The term’s semantic distance with respect to other semantically close terms (“Dispensability”) was calculated using the online tool ReviGO (Supek et al. 2011) and redundant gene ontology (GO) terms were removed applying a cut-off of <0.1 for this “Dispensability” value.

### Network construction and analysis

Pearson correlation coefficients between all pairs of DEGs were calculated. A table with correlation coefficient values was exported to Cytoscape v.2.8.2 (Smoot et al. 2011) and correlation coefficients above a threshold of 0.97 (determined according to Freeman et al. 2007) were used to filter the connections that were used to determine the edges between nodes in the network. The resulting network was displayed with a yGraph Organic layout. The Cytoscape plug-in NetworkAnalyzer (Assenov et al. 2008) was used to compute node degree. The 100 nodes with the highest degrees were considered “hubs”.

Self-organizing maps (SOMs) were calculated using GeneMaths software (version 2.1, Applied Maths BVBA, Sint-Martens-Latem, Belgium) by importing gene expression data and mapping them into six groups (2 × 3 node format) that provided optimal representation of gene expression patterns in a reasonably small number of independent bins.

### Mutant analysis

T-DNA insertion lines (Suppl. Table S1; Supp. Fig. S1) for selected genes were obtained from the Nottingham Arabidopsis Stock Centre (Scholl et al. 2000). Plants with homozygous T-DNA insertions were selected and confirmed using PCR and grown as described above for wild-type plants. Seeds were bulk-harvested in three replicates of at least two plants. Germinated seeds at the stage of appearance of first root hairs (stage IV, Maia et al. 2011) were phenotyped to evaluate the ability to re-establish DT after treatment with PEG as described by Maia et al. (2011). The evaluated parameters were survival of their primary root, cotyledon survival and seedling survival.

Seeds were also phenotyped for seed dormancy, longevity, and vigor. Seed dormancy was evaluated as the number of days of Seed Dry Storage required to reach 50 % germination (DSDS50) (Alonso-Blanco et al. 2003). Seed longevity was estimated based on an accelerated aging assay (germination percentage after storage for 6 days at 80 % RH and 40 °C in the dark) (Bentsink et al. 2000). Seed vigor was measured as the ability of seeds to germinate at high temperature (at 33 °C) or on NaCl (130 mM). Germination experiments and scoring of germination were performed with the GERMINATOR as described by Joosen et al. (2010) in a fully randomized setup. For each measurement, three replicates of 40–60 seeds per seed batch were used.

## Results

### Re-establishment of DT in germinated *A. thaliana* seeds

Mature *A. thaliana* seeds are desiccation tolerant and imbibition and progression into germination change their status to desiccation sensitive already at the phase of testa rupture (Maia et al. 2011). However, a treatment with ABA fully rescues DT in germinated seeds till the phase of radicle protrusion (Maia et al. 2014). In subsequent developmental stages, DT can no longer be rescued in all organs (Maia et al. 2014).

After 12 h, the treatment with ABA had already led to the re-establishment of DT in 80 % of germinated *A. thaliana* seeds at the stage of radicle protrusion (Fig. 1). After 24 h, all the seeds had re-established DT. To further assess the capacity of survival in the dry state, storability was determined by an accelerated aging test. Survival rates after the accelerated aging test were lower for seeds incubated in ABA for 24 h than for seeds incubated in ABA for 72 h (Fig. 2).

**Fig. 1:**
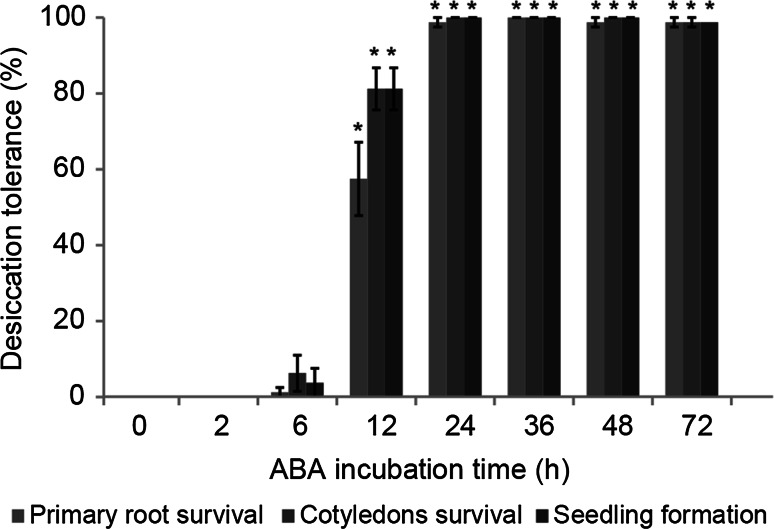
Re-induction of desiccation tolerance in germinated *A. thaliana* seeds at the stage of radicle protrusion during incubation in ABA. *Vertical bars* represent standard error. *Asterisks* indicate significant differences at *P* ≤ 0.01 comparing each parameter in each time-point and the control

**Fig. 2:**
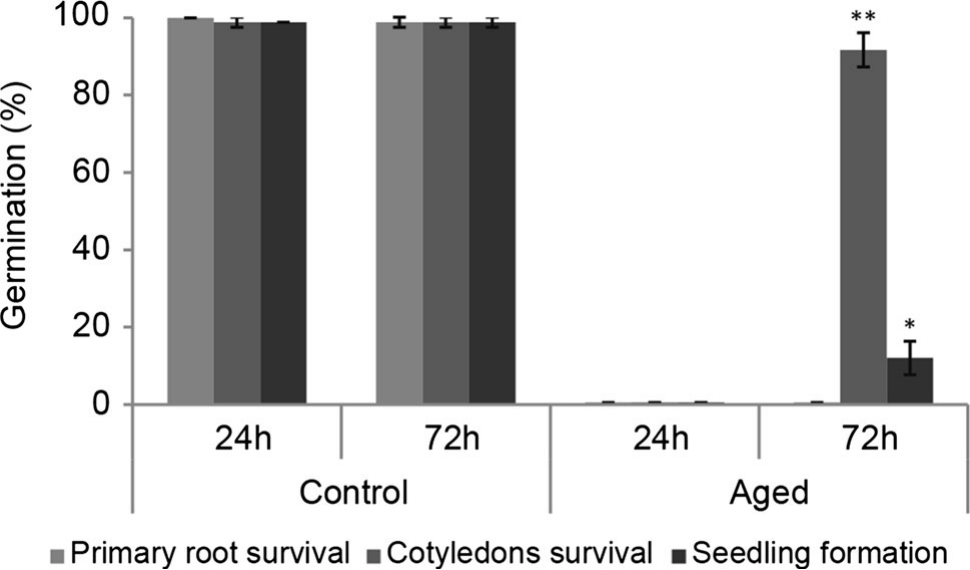
Longevity of germinated *A. thaliana* seeds at the stage of radicle protrusion incubated in ABA for 24 or 72 h. Longevity was estimated as germination percentage after aging (24 h of storage at 80 % RH and 40 °C). Control germinated seeds were incubated in ABA, but not aged. *Asterisks* indicate significant differences at *P* ≤ 0.05 for one, *P* ≤ 0.01 for *two asterisks* comparing 24 h and 72 of incubation in ABA for each parameter in control and aged seeds separated

To gain temporal resolution of the changes in gene expression induced by incubation in ABA, gene expression analysis was performed on a time series. Based on the results shown in Fig. 1, five time-points were chosen for microarray analysis: 0 (control), 2, 12, 24 and 72 h of incubation in ABA.

Principal component analysis was used to compare global changes between the transcriptomes of the different time-points and to evaluate group clustering. One replicate of time-point 2 h was a statistically significant outlier (data not shown) and was removed from further analysis. Without this replicate, the first principal component described 61.2 % of the variation (Fig. 3).

**Fig. 3:**
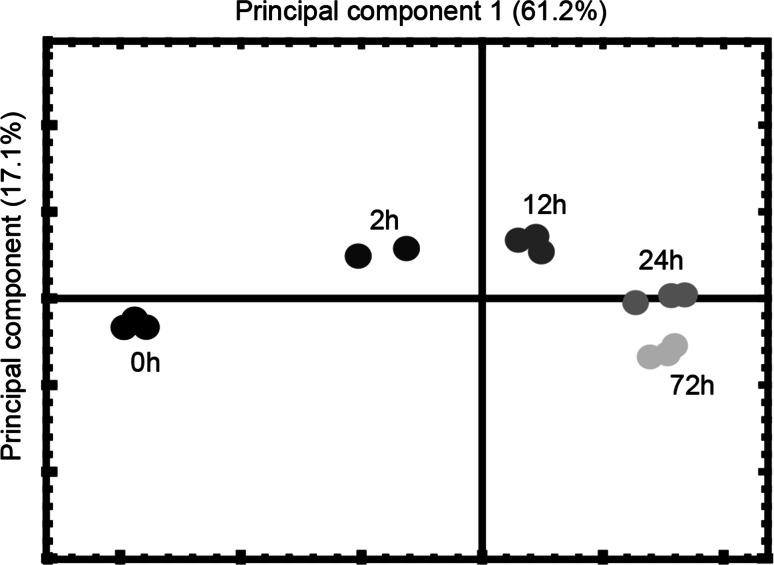
Principal component analysis of microarray data on different time points of ABA incubation. The *different time* *points* are indicated by *different shades* of *gray*

In total, 1177 genes were considered differentially expressed in response to the ABA treatment for at least one time-point as compared to the control. The number of DEGs was the lowest after 2 h of incubation and increased until 24 h, after which no substantial changes occurred until 72 h of incubation (Table 1). To verify the accuracy of the microarray data, the expression of 20 genes with different expression patterns were also analyzed by qPCR. Both microarray data and qPCR analysis showed comparable trends (Suppl. Fig. S2).

**Table 1:** Distribution of DEGs after statistical analysis comparing each time-point against the control (not treated with ABA)

Time-point (h)	Accumulating	Declining	Total
2	189	111	300
12	297	290	587
24	444	439	883
72	473	394	867

Thresholds were 2.0 for absolute fold change (on a log_2_ scale) and 0.01 for *P* value

### Over-representation analysis (ORA) of functional GO categories

ORA was used to get an overview of the enriched functional GO categories comparing the expression data of genes from each time-point relative to the control. Among the genes with accumulating transcript levels, the category lipid storage was highly overrepresented after 2 h of incubation in ABA but, over time, this category became less overrepresented (Fig. 4). The category dormancy process is over-represented in the genes with accumulating transcript levels only after 24 h of incubation, when DT was fully re-established. Within the genes represented by declining transcript levels, categories related to cell wall (wax biosynthetic process, cell wall organization or biogenesis, plant-type cell wall organization, and syncytium formation) were over-represented. Genes in these categories are mainly involved in depolymerisation of cell wall components during the beginning of storage mobilization (Sreenivasulu et al. 2008). Categories related to photosynthesis and metabolism (chlorophyll metabolic process, generation of precursor metabolites and energy, and photosynthesis) were also over-represented within the DEGs represented by declining transcript levels after 12 and 24 h, when 80 and 100 % of the seeds had re-established DT, respectively. Overall, this analysis revealed significant accumulation of transcripts of genes involved in protection, response to stimulus, seed development, and seed dormancy and decline of transcripts of genes related to cell growth, photosynthesis and response to stimulus (Fig. 4).

**Fig. 4:**
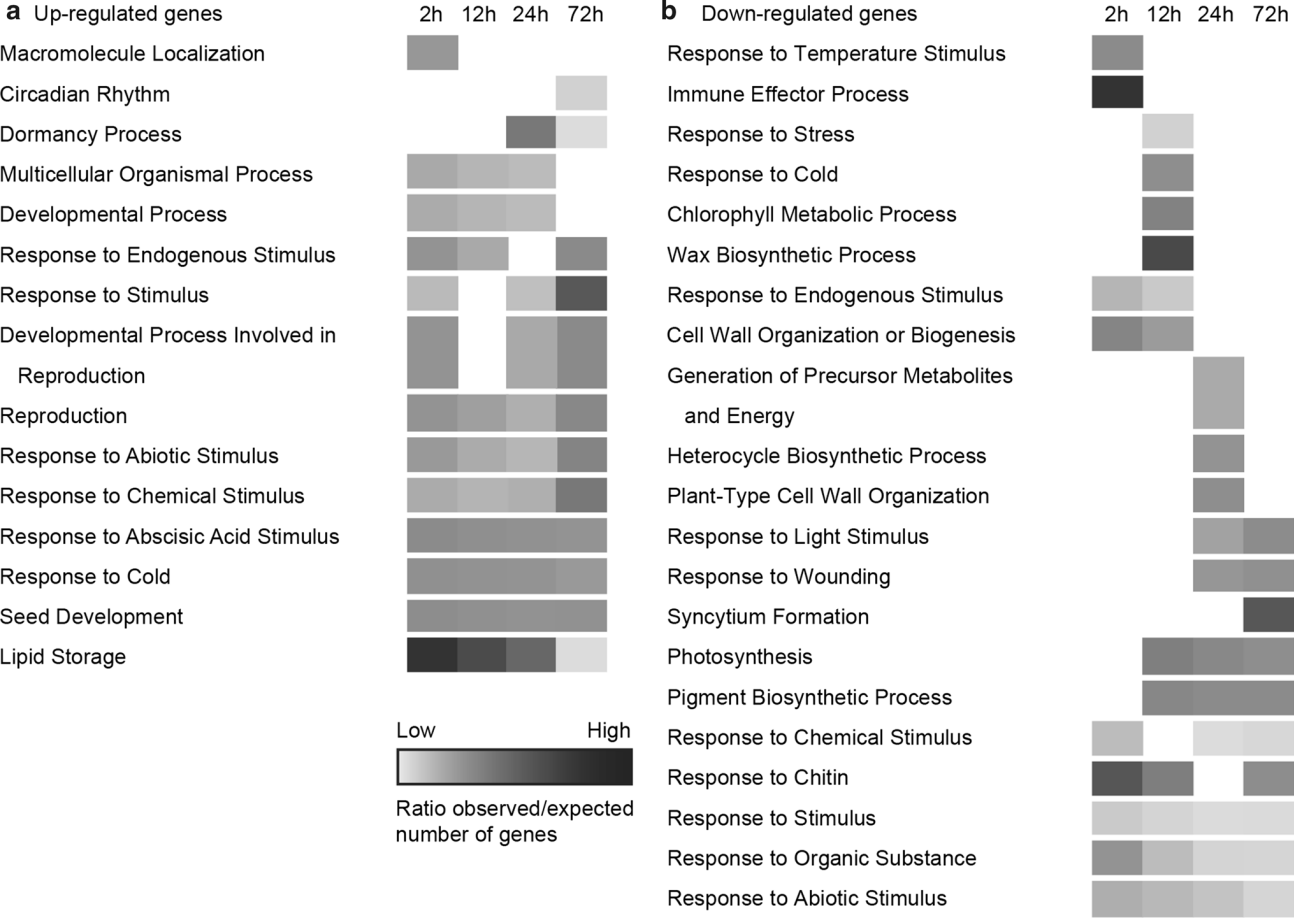
Heat-map of ORA of biological processes on differences between different time-points during incubation of germinated *A. thaliana* seeds in ABA relative to the control (non-treated with ABA). Functional classes were determined using Gene Trail and ReviGO. *P* values were adjusted for multiple testing by the Bonferroni method applying a cut-off of <0.05. **a** Results for genes with accumulating transcript levels in each time-point compared to the control. **b** Results for genes with declining transcript levels in each time-point compared to the control. *Shades* of *gray* indicate the extent (ratio of expected to observed number of genes) to which the category was overrepresented in each comparison

### Gene co-expression network

Transcriptional studies generate vast amounts of gene expression data. This type of data can be used to build co-expression networks which help to study coordinated gene expression and to identify key genes, functional modules or relations between the network structure, and additional information (Mutwil et al. 2010; Villa-Vialaneix et al. 2013). Using Cytoscape, we constructed a gene co-expression network from the correlation coefficients calculated between all pairs of DEGs. The DEGs are represented as nodes connected by edges that model significant correlation coefficients (Villa-Vialaneix et al. 2013). The network was built from 1083 genes/nodes (Suppl. Table S2) completely connected by 35,296 edges, meaning that any node could be reached from any other node by a path passing along the edges (Villa-Vialaneix et al. 2013) and visualized using an organic layout in Cytoscape (Fig. 5a).

**Fig. 5:**
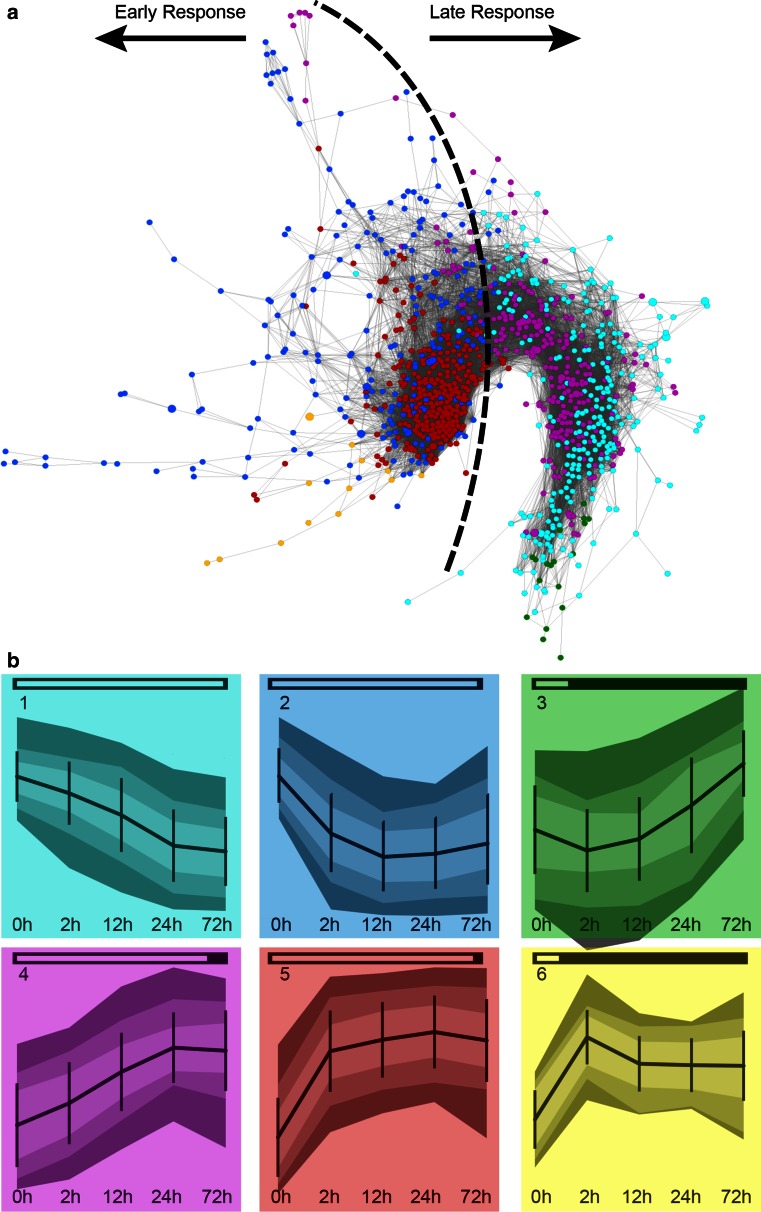
Gene co-expression network (**a**) and SOM (**b**) of transcriptomes of germinated *A. thaliana* seeds incubated in ABA for different intervals. The network is visualized using an yGraph Organic layout in Cytoscape and the temporal analysis of modules was obtained by *coloring* each node by the profile specific for the SOM groups. The *dashed line* and the *arrows* in the network indicate the two regions, namely early response and late response. For the SOM, the probe sets were grouped into six clustered patterns. *Horizontal bars* at the top of each graph represent the number of probe sets belonging to a certain SOM bin. The SOM bins having the highest number of genes have the largest bar. *Vertical bars* represent standard deviation in average expression of the genes in each time point per group. The *three color* *shades* in each graph ranging from dark to light correspond to the 98th, 90th and 75th percentiles, respectively

SOMs can be used to categorize gene expression data into groups that show similar gene expression profiles and thereby may also contain functionally related genes (Törönen et al. 1999). We colored each node of the co-expression network by the profile group according to the SOM (Fig. 5b). In this way, two main regions of highly interconnected transcripts were identified: early response (ER) and late response (LR). The ER region is the most tightly co-regulated one with nodes representing genes with a sharp increase or decrease in expression after 2 h of incubation in ABA. This region concentrates the hubs of the network, meaning that it contains all 100 nodes with the highest degrees (number of nodes directly connected to a given node, ranging from 165 to 209). The LR region contains genes with slow increase or decrease in expression during incubation in ABA.

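Re-establishment of DT with PEG, an osmoticum that withdraws water from the tissue, was measured on 6 arrays of germinated Col-0 seeds at the stage of radicle protrusion. In 3 control samples the seeds were frozen directly after germination in constant white light at 22 °C. In the 3 PEG samples they were first kept for 72 h in PEG at −2.5 MPa, in the dark and at 20 °C. PEG, darkness, the lower temperature and the 72 h that passed were therefore not separated by this design. The labels describe the replicates as biological. The paper takes its PEG comparison from an earlier study, and whether these are the same arrays is not given in the sources used here. The values deposited by the authors were on a log2 scale, with 1 value for each probe set, named by a gene model, and the probe sets covered 27981 genes. The paper names RMA normalization for its ABA arrays, and the normalization of the deposited PEG values is not given in the sources used here. The medians of the arrays lay between 4.81 and 4.97, and between 38.2% and 41.6% of the values of an array were below 4. Following the floor in the paper's methods, values below 4 were set to 4, and probe sets at 4 on all 6 arrays were left out, which left 23901 probe sets of 17221 genes. PEG and control were compared with limma and the Benjamini-Hochberg adjustment. A gene rose or fell where the adjusted p was at most 0.01, and it was a DEG where its log2 fold change was also at least 2 in size. The paper's ABA analysis states the same fold threshold and a P of at most 0.01, without naming an adjustment. A gene with several probe sets was represented by the one with the highest mean. Where every array of a group was at the floor, the fold is a lower bound. With 3 arrays in each group, the number of arrays limits the precision.

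With PEG 3274 genes rose and 3843 fell, and 329 DEGs were higher and 496 lower. After median centring of the arrays 3717 genes rose and 3511 fell, with no filter 1843 rose and 2264 fell, and with no floor 406 DEGs were higher and 924 lower. The groups did not overlap in 63.0% of the genes, against 10% by chance. The first principal component held 87.4% of the variance and separated the PEG samples from the controls. Across probe sets, which are not independent replicates, Pearson's r was 0.973 to 0.986 between controls, 0.977 to 0.989 between PEG samples and 0.771 to 0.825 between the groups. Control replicate 2 stood apart on the second component (4.84% of the variance), at −33.3 with the other controls at 13.6 or more. PEG replicate 1 stood apart on the third (3.81%), at 28.1 against −15.5 and −15.2.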

To assess the cross-link between re-establishment of DT with ABA and seed and stress-related processes, we projected sets of DEGs on the network comparing: dormancy (dormant seeds vs. after-ripened seeds; Cadman et al. 2006, Fig. 6a); DT acquisition (the cotyledon stage vs. the post mature-green stage of seed development; Le et al. 2010, Fig. 6b); re-establishment of DT with PEG [germinated seeds at the stage of radicle protrusion before (desiccation sensitive) vs. after (desiccation tolerant) treatment with PEG; Maia et al. 2011, Fig. 6c]; and drought (control plants vs. plants subjected to drought for 10 h; Matsui et al. 2008, Fig. 6d). Genes with increased transcript levels in these comparisons locate mainly in the ER region of the network, while genes with decreased transcript levels locate mainly in the LR region. Moreover, we found an overlap of 16 genes differentially expressed in relation to all these physiological processes (Table 2).

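With PEG, most probe sets of the 2 large SOM clusters that increased in ABA rose, and most of the 2 that decreased fell. The paper's ABA seeds were also kept in the dark, at the same temperature as the PEG seeds. A shared response to darkness, temperature or time was therefore not separated from one to ABA and PEG. Of 221 probe sets of cluster 5 in the readable part of Table S2, 192 rose with PEG and 2 fell, with a median log2 fold change of 2.74. In cluster 4, 174 of 207 rose and 1 fell, with a median of 2.11. The exceptions were AT2G22970, with 2 probe sets in cluster 5, and AT3G48260 in cluster 4. In cluster 2, 193 of 219 fell and 0 rose, with a median of −2.35, and in cluster 1, 200 of 231 fell and 7 rose, with a median of −1.90. The smaller cluster 6 had 12 of 21 rise and 0 fall, and cluster 3 had 2 of 22 rise and 4 fall. In Fig. 5, read by eye, clusters 2, 5 and 6 lie mainly in the ER region and clusters 1, 3 and 4 mainly in the LR region. By this reading each region held a large cluster that mostly rose with PEG and a large cluster that mostly fell. The paper places increased transcripts mainly in the ER region and decreased ones mainly in the LR region, over the data sets it projects. The cluster counts did not show that split for PEG, but the region of each single probe set was not available here. In the ER region, all 12 hubs that the paper phenotyped rose with PEG, by a median log2 fold change of 5.06 and also when adjusted over the list alone. The highest was AT3G54940, at 10.38 ± 0.19 on the log2 scale with PEG and 4.32 ± 0.39 in the control (SD, n = 3 arrays each). The lowest, AT4G25580, rose at least 7.32-fold, with the control at the floor, and over the hubs PEG replicate 1 lay above the other PEG samples by a median of 0.33 (log2). The hubs passed limma's camera test (adjusted p = 2.6e-10, and adjusted p = 0.180 with an estimated correlation), and as genes the study chose they are not independent evidence of a direction. Only 921 of the 1083 probe sets that Table S2 lists could be read, so the cluster counts are a tally and no overlap was tested. They belong to 717 genes, so a gene with several probe sets was counted more than once.

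**Figure D1:**
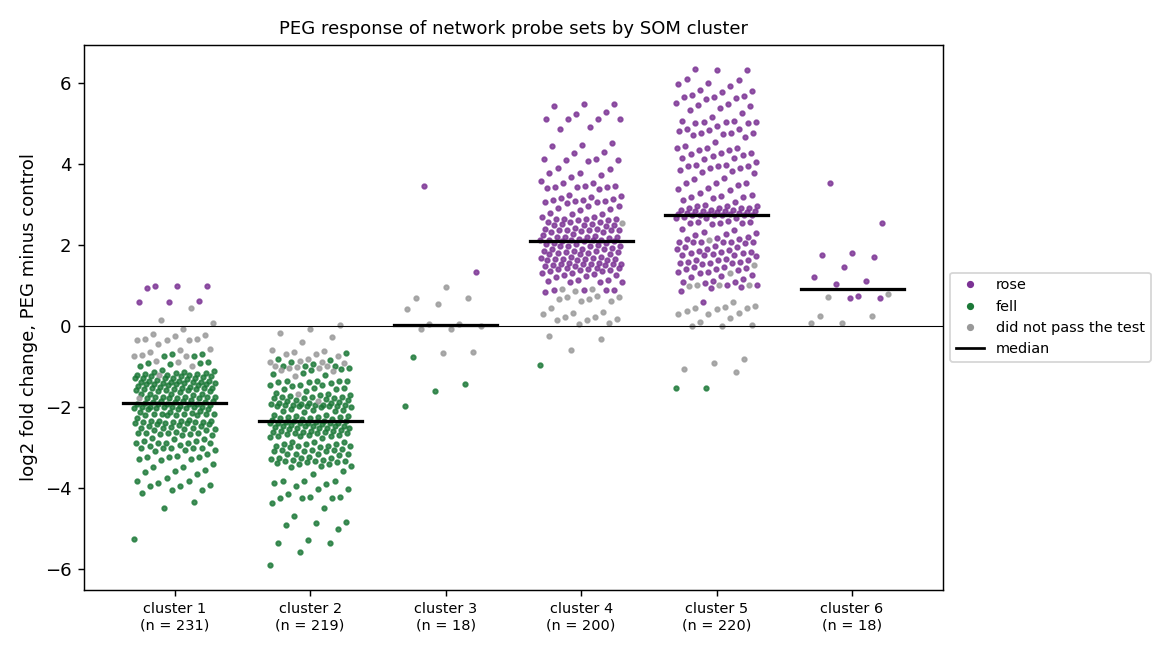
Log2 fold change (PEG minus control) of each tested probe set of the readable part of Table S2, by SOM cluster of the ABA series. Points are probe sets, coloured by whether they rose, fell or did not pass the test, and bars are medians, which lie at 2.74 in cluster 5 and at −2.35 in cluster 2.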

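All 16 genes of Table 2 changed with PEG, 14 of them upwards and 2 downwards. The dormancy- and auxin-associated gene AT2G33830 rose at least 44.5-fold, from the floor on all control arrays to 9.47 ± 0.18 on the log2 scale (SD, n = 3 arrays). AT1G15330 rose 13.7-fold, from 4.83 ± 0.30 to 8.60 ± 0.20 (SD, n = 3 arrays each). LCAT3, which encodes a phospholipase, rose 7.56-fold, and AT1G21680 at least 7.48-fold. The genes that fell were PAP10, which encodes a purple acid phosphatase, with a log2 fold change of −2.37 (SE 0.11, limma adjusted p = 7.0e-06), and RFNR1, a ferredoxin-NADP oxidoreductase, with −2.09 (SE 0.15, limma adjusted p = 3.5e-05). The median log2 fold change of the 16 was 1.93, and adjusted over the list alone 14 rose and 2 fell as well. By the fold threshold for DEGs, 8 were higher and 2 were lower. The call of AT1G05340, which was at the floor on all control arrays (log2 fold change 2.22, limma adjusted p = 0.0020), was lost without control replicate 1 or 3. The camera test gave an adjusted p of 4.1e-06, and adjusted p = 0.180 with an estimated correlation. The study chose these genes with a PEG comparison, so their direction is not independent evidence.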

**Fig. 6:**
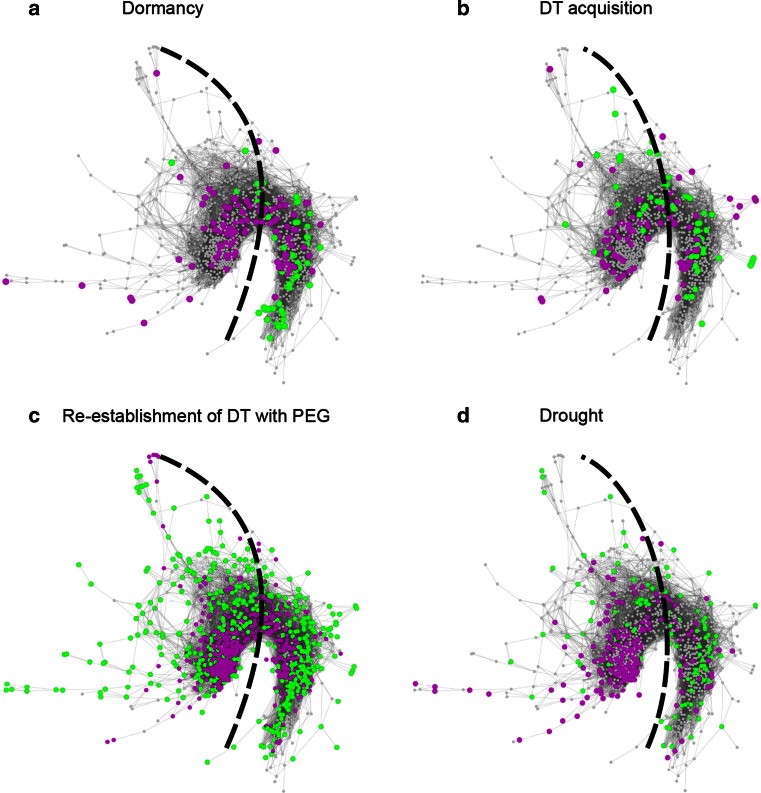
Gene co-expression network of incubation in ABA of germinated *A. thaliana* seeds. Nodes are *colored* according to genes with accumulating (*purple*) or declining (*green*) transcript levels in different datasets comparing: **a** Dormancy (dormant seeds vs. after-ripened seeds; Cadman et al. 2006). **b** DT acquisition (cotyledon stage vs. post mature-green stage of seed development; Le et al. 2010). **c** Re-establishment of DT with PEG (germinated seeds in the stage of radicle protrusion before (desiccation sensitive) vs. after (desiccation tolerant) treatment with PEG; Maia et al. 2011). **d** Drought (control plants vs. plants dried for 10 h; Matsui et al. 2008). The *dashed line* separates the early response (*left*) and the late response (*right*) region

**Table 2:** Genes differentially expressed in all the following processes: dormancy (dormant seeds vs. after-ripened seeds; Cadman et al. 2006); DT acquisition (cotyledon stage vs. post mature-green stage of seed development; Le et al. 2010); re-establishment of DT with PEG (germinated seeds in the stage of radicle protrusion before (desiccation sensitive) vs. after (desiccation tolerant) treatment with PEG; Maia et al. 2011); and drought (control plants vs. plants dried for 10 h; Matsui et al. 2008)

AGI	Annotation	AGI	Annotation
AT1G05340	Unknown protein	AT2G16430	PURPLE ACID PHOSPHATASE 10 (PAP10)
AT1G13640	Phosphatidylinositol 3- and 4-kinase family protein	AT2G31350	GLYOXALASE 2-5 (GLX2-5)
AT1G14530	TOM THREE HOMOLOG 1 (THH1)	AT2G33830	Dormancy/auxin-associated family protein
AT1G15330	Cystathionine beta-synthase protein	AT3G03310	LECITHIN:CHOLESTEROL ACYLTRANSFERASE 3 (LCAT3)
AT1G15740	Leucine-rich repeat family protein	AT3G20250	PUMILIO 5 (PUM5)
AT1G21680	DPP6 N-terminal domain-like protein	AT3G26580	Tetratricopeptide repeat (TPR)-like superfamily protein
AT1G55530	RING/U-box superfamily protein	AT4G05390	ROOT FNR 1 (RFNR1)
AT1G64660	METHIONINE GAMMA-LYASE (MGL)	AT4G29190	OXIDATION-RELATED ZINC FINGER 2 (OZF2)

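Of the 921 network probe sets that could be read from Table S2, 387 rose and 400 fell with PEG, together 85.5%. These probe sets belong to 717 genes, and some of the same gene have identical values, so they are not independent. By the threshold for DEGs, which also needs a log2 fold change of at least 2 in size, 253 were higher and 235 were lower, or 53.0%. The direction followed the paper's own ABA values in that table. Of 417 probe sets that the paper lists at 2 or more (log2) above the start after 72 h in ABA, 347 rose with PEG and 1 fell, and of 367 listed at −2 or less, 317 fell and 7 rose. Those 7 were probe sets of the expansin genes EXPA1 and EXPA10. By the paper's methods its ABA seeds were also incubated in the dark, at the same temperature as the PEG seeds. Darkness, the lower temperature and the 72 h that passed were thus common to both treatments. Their part in the shared direction cannot be told apart from that of ABA and PEG. Among genes that Table S2 marks as the regulon of ABI3, a regulator of seed maturation, 78 of 83 probe sets rose and 0 fell, with a median log2 fold change of 4.40. Of 32 probe sets marked there as LEA genes, whose proteins protect cells during drying, 31 rose and 0 fell. Table S2 also holds the paper's own PEG calls, which mark 373 probe sets as up and 408 as down among those read, or 84.8%. Of these, 742 changed in the same direction here and 0 in the opposite one. Whether the paper's calls were made from these same arrays is not given in the sources used here. If they were, this agreement follows by construction. No overlap was tested, since the table was read only in part. From the GO categories shared by the transcripts that accumulate in ABA and in PEG, which were not analysed here, the paper sees the idea strengthened that the 2 treatments re-establish DT through mechanisms that overlap in part.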

After the projection on the network of the DEGs in the re-establishment of DT with PEG, 84 % of the nodes were highlighted, with a clear overlap between genes with increasing and decreasing transcript levels in both processes (re-establishment of DT by ABA and PEG) (Fig. 6c). A comparison between over-represented GO categories in DEGs with accumulating transcript levels in response to incubation in ABA and in PEG revealed a large overlap in categories related to response to stimulus and seed development (Maia et al. 2011). However, the categories circadian rhythm, dormancy process and macromolecule localization were over-represented only in response to incubation in ABA, while categories related to respiration were over-represented only in response to incubation in PEG. 

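Of 38 measured genes for LEA proteins, 30 rose with PEG, 4 fell and 4 passed neither, with a median log2 fold change of 4.05 (32 rose and 4 fell when adjusted over the list alone). RAB18 (AT5G66400), a dehydrin induced by ABA and drying, rose 95.8-fold, from 4.63 ± 0.37 to 11.21 ± 0.12 on the log2 scale (SD, n = 3 arrays each). The dehydrin gene AT2G21490 rose 79.5-fold and EM1 68.7-fold, whereas ERD10, SAG21, AT2G46140 and AT2G44060 fell, with log2 fold changes of −1.52 (SE 0.13), −1.50 (SE 0.10), −0.65 (SE 0.10) and −0.64 (SE 0.11). All 8 genes for oleosins, the coat proteins of oil bodies, rose, with a median of 3.96, and all 8 when adjusted over the list alone. OLEO2 rose 83.0-fold and OLEO1 60.8-fold. Of 7 measured genes for seed storage proteins 3 rose, 0 fell and 4 passed neither, also when adjusted over the list alone. These were the cruciferin genes CRA1 (85.7-fold) and CRC (34.2-fold) and the albumin gene SESA5 (38.4-fold), and without PEG replicate 1 the number was 5. These lists passed the camera test of limma, with adjusted p of 3.9e-11 for LEA proteins, 8.7e-07 for oleosins and 0.0096 for storage proteins. None passed with an estimated correlation (adjusted p = 0.180 with an estimated correlation for LEA proteins and for oleosins, and 0.340 for storage proteins). PEG replicate 1 lay above the other PEG samples by a median of 0.79 (log2) over the storage protein genes, 0.49 over the oleosins and 0.22 over the LEA genes.

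Of 32 measured genes of ABA signalling and metabolism, 16 rose, 9 fell and 7 passed neither, also when adjusted over the list alone, with a median log2 fold change of 0.56. Among those that rose were RD29B, a marker of the ABA response (at least 43.0-fold), the transcription factor gene EEL (21.9-fold) and AHG1, a phosphatase that restrains ABA signalling (20.4-fold). Among those that fell were CYP707A1, which breaks down ABA, with a log2 fold change of −2.45 (SE 0.24), and the ABA receptor gene PYL6 with −2.38 (SE 0.33). Of 6 measured genes for osmoprotectant synthesis 4 rose and 2 passed neither, also when adjusted over the list alone, with a median of 1.08. They were the galactinol synthase genes GOLS1 (at least 2.93-fold) and GOLS2 (at least 2.96-fold) and the proline synthesis genes P5CS2 (2.59-fold) and P5CR (1.37-fold). Without control replicate 1 or 3 or PEG replicate 2 only 2 of the 4 rose, and in each case the calls of GOLS2 and P5CR were lost. Both were also lost with no filter, and that of GOLS2 without control replicate 2. That of P5CR was also lost with no floor, after quantile normalization, and with the replicate number as a block in the model. Leaving out PEG replicate 1 or 3 ended it as well. Their camera tests gave an adjusted p of 0.040 for each, with adjusted p = 0.218 with an estimated correlation for the ABA genes and 0.180 for the osmoprotectant genes. After median centring these calls were lost, at adjusted p of 0.0708 and 0.0555, that of the ABA genes also without control replicate 2 (adjusted p = 0.0681), and that of the osmoprotectant genes also with no floor (0.0534) and without control replicate 1 (0.0505) or 3 (0.0665). Leaving out dim probe sets ended both (0.0970 and 0.137), and quantile normalization that of the ABA genes (0.0540).

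**Figure D2:**
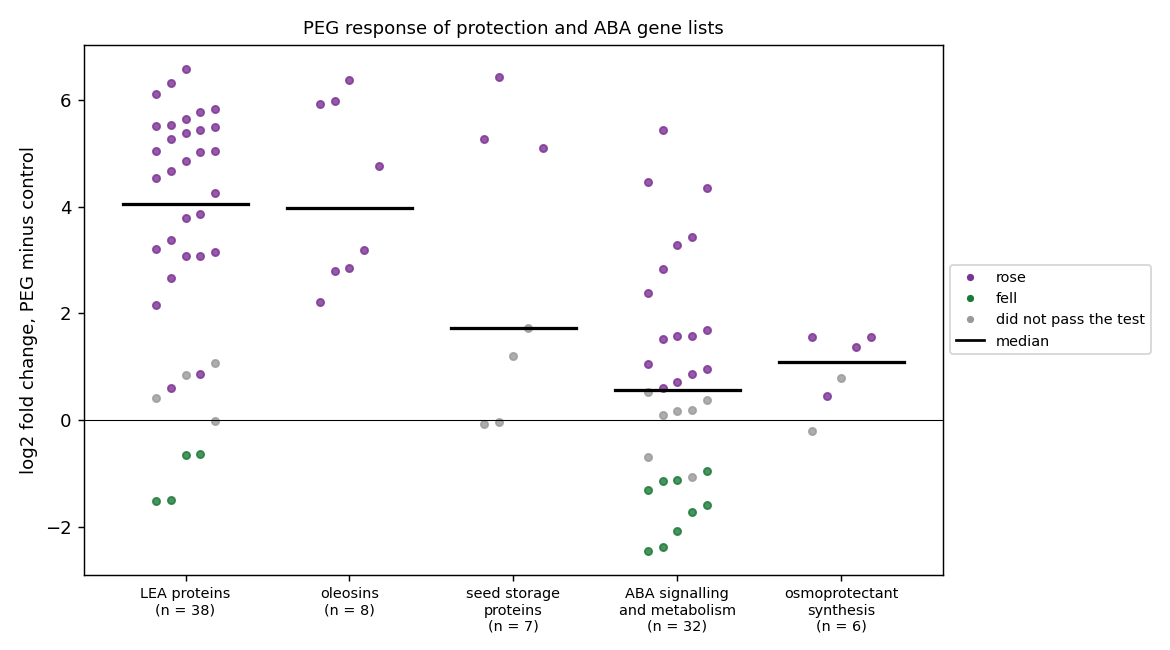
Log2 fold change (PEG minus control) of each measured gene of the lists, where n is the number of genes. Points are genes, coloured by whether they rose, fell or did not pass the test, and bars are medians, 4.05 for LEA proteins and 3.96 for oleosins.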

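Clock genes changed with PEG in opposite directions. The morning genes LHY (AT1G01060) and CCA1, which encode MYB-like repressors, fell, with log2 fold changes of −3.92 (SE 0.20, limma adjusted p = 7.8e-06) and −1.86 (SE 0.18, limma adjusted p = 1.4e-04). The pseudo-response regulator gene PRR5 rose at least 11.1-fold, from the floor on all control arrays to 7.47 ± 0.22 on the log2 scale (SD, n = 3 arrays). PRR3 rose 3.93-fold, TOC1 3.54-fold and FKF1, a blue-light receptor gene, at least 3.78-fold. Of 14 clock genes 10 rose, 2 fell and 2 passed neither, also when adjusted over the list alone, with a median log2 fold change of 1.14. Of 4 measured dormancy regulators, RDO5 rose 6.99-fold, SPT fell with a log2 fold change of −1.24 (SE 0.19), and MFT and DAG1 passed neither, and the counts were the same when adjusted over the list alone. DOG1 was at the floor on every array, and over the dormancy regulators PEG replicate 1 lay above the other PEG samples by a median of 0.55 (log2). The clock genes passed the camera test (adjusted p = 0.0029, and adjusted p = 0.180 with an estimated correlation), and the dormancy regulators, with a median of 0.56, did not (adjusted p = 0.46, and adjusted p = 0.524 with an estimated correlation). The control seeds were frozen from constant light and the PEG seeds from darkness, after 72 h. A set test was made for these lists only, and no enrichment of GO categories.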

ABA regulates the expression of genes related to circadian clock through TFs such as ABI5, AP2/ERF and NAC (Fujita et al. 2011), and the induction and maintenance of dormancy (Finch-Savage and Leubner-Metzger 2006). 

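Of the genes that the paper names for respiration, 3 of 4 rose with PEG. AT1G33055 rose 11.4-fold, from 4.46 ± 0.47 to 7.97 ± 0.02 on the log2 scale (SD, n = 3 arrays each, limma adjusted p = 2.1e-05). AT1G19530 rose 4.53-fold (log2 fold change 2.18, SE 0.18, limma adjusted p = 6.7e-05), and AT3G10020 rose 4.49-fold (log2 fold change 2.17, SE 0.20, limma adjusted p = 1.2e-04). ADH1 (AT1G77120), which encodes an alcohol dehydrogenase of fermentation, was at 7.29 ± 0.32 in the control and 7.63 ± 0.52 with PEG, a log2 fold change of 0.34 that did not pass the test (SE 0.28, limma adjusted p = 0.33). Adjusted over the list alone 3 rose, and the camera test gave an adjusted p of 0.013, and adjusted p = 0.180 with an estimated correlation. The study chose these genes for PEG, so their direction is not independent evidence.

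Of 15 other measured genes known to respond to low oxygen, 2 rose, 5 fell and 8 passed neither, also when adjusted over the list alone, with a median log2 fold change of −0.38. The haemoglobin gene HB1 fell, with a log2 fold change of −2.19 (SE 0.12), as did ACO1 and ETR2 of ethylene synthesis and perception, with −3.47 (SE 0.18) and −2.26 (SE 0.13). PDC1 and LDH of fermentation fell, with −1.76 (SE 0.16) and −0.93 (SE 0.10), whereas PDC2, a paralog of PDC1, and the sucrose synthase gene SUS1 rose, with 0.96 (SE 0.12) and 0.99 (SE 0.15, with the control at the floor). The list did not pass the camera test (adjusted p = 0.11, and adjusted p = 0.379 with an estimated correlation). Where dim probe sets were left out it passed downwards, at an adjusted p of 0.0369, and with no filter at 0.0428.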

The osmotic stress and a possible hypoxia caused by the incubation in PEG may have induced the expression of genes related to respiration, such as *AT1G19530*, *AT1G33055*, *AT3G10020*, *ADH1*, leading to the over-representation of the categories anaerobic respiration and cellular respiration (Maia et al. 2011). Considering DEGs with declining transcripts, GO categories related to cell wall, photosynthesis and response to stimulus were over-represented in response to both incubation in ABA and in PEG (Maia et al. 2011). 

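Most measured genes of photosynthesis fell with PEG in each of 4 lists. Of 22 genes for photosystem subunits 19 fell, 0 rose and 3 passed neither, with a median log2 fold change of −2.17. PSBO1 (AT5G66570), a protein of the oxygen-evolving complex, was at 8.20 ± 0.25 in the control and 5.16 ± 0.06 with PEG on the log2 scale (SD, n = 3 arrays each), 8.23-fold lower. PSBQA of the same complex was 9.40-fold lower. Of 18 measured genes for light-harvesting complexes 13 fell, 0 rose and 5 passed neither, with a median of −1.56, and LHB1B2 was 10.0-fold lower. Of 10 genes of carbon fixation 9 fell, 0 rose and 1 passed neither, with a median of −1.49. The gene RBCS1B for a small subunit of Rubisco was at least 25.2-fold lower, with PEG at the floor. Of 16 genes of tetrapyrrole synthesis, which supplies chlorophyll, 12 fell, 1 rose and 3 passed neither, with a median of −1.34. The one that rose was HEMA2, with a log2 fold change of 0.71 (SE 0.16), a call lost without control replicate 1 or 2 or PEG replicate 1 or 3. Adjusted over the list alone the counts were the same, except that 13 genes of tetrapyrrole synthesis fell. Camera's adjusted p was 1.8e-08 for photosystem subunits, 3.7e-05 for light-harvesting complexes, 2.1e-04 for carbon fixation and 3.5e-04 for tetrapyrrole synthesis. With an estimated correlation no call remained (adjusted p = 0.183 with an estimated correlation for photosystem subunits and 0.180 for the other 3). The control seeds came from constant light and the PEG seeds from darkness.

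For the cell wall, XTH9, which encodes an enzyme that remodels xyloglucan, was at least 45.1-fold lower with PEG. The genes FLA9 and AGP21 for arabinogalactan proteins were at least 32.0-fold and 29.9-fold lower. Of 15 measured alpha-expansin genes, whose proteins loosen the wall, 6 rose, 2 fell and 7 passed neither, also when adjusted over the list alone. EXPA15 rose 9.60-fold and EXPA4 3.09-fold, whereas EXPA6 was at least 2.71-fold lower. With 1 replicate left out, between 2 and 3 of the expansin genes rose in each case except without control replicate 2. The list had a median log2 fold change of 0.38 and did not pass the camera test (adjusted p = 0.23, and adjusted p = 0.511 with an estimated correlation).

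**Figure D3:**
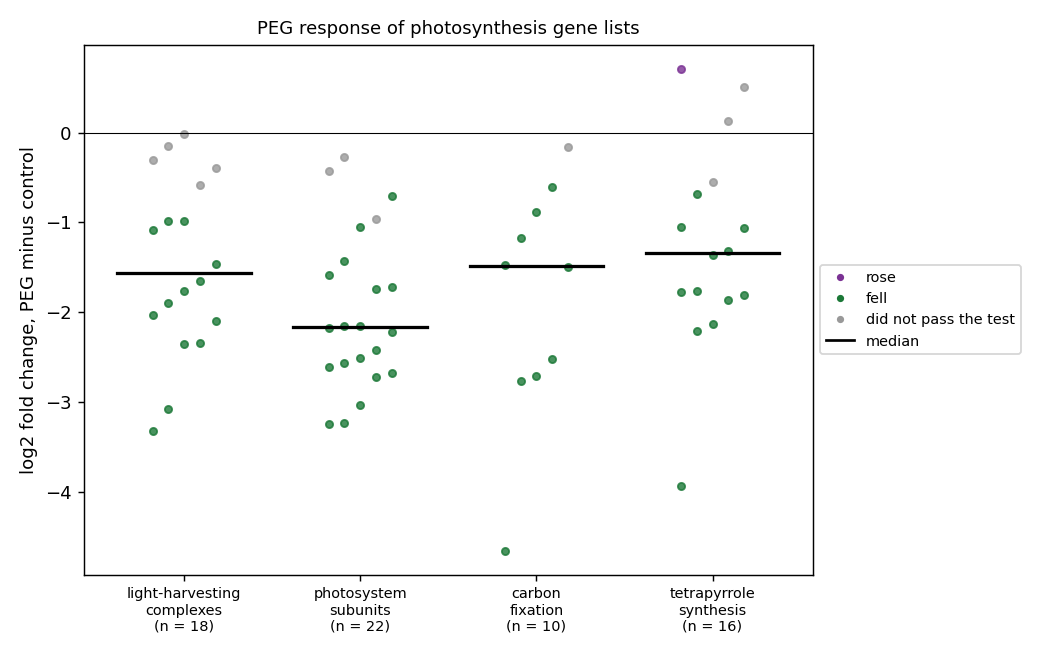
Log2 fold change (PEG minus control) of each measured gene of the photosynthesis lists, where n is the number of genes. Points are genes, coloured by whether they rose, fell or did not pass the test, and bars are medians, −2.17 for photosystem subunits and −1.34 for tetrapyrrole synthesis.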

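With PEG, of 18 measured genes of plastid fatty acid synthesis 10 fell, 0 rose and 8 passed neither, with a median log2 fold change of −1.02 (12 fell when adjusted over the list alone). AT1G24360, which encodes a reductase of the elongation cycle, was 2.64-fold lower, from 7.43 ± 0.28 to 6.03 ± 0.16 on the log2 scale (SD, n = 3 arrays each), and the dehydratase gene AT2G22230 was 2.58-fold lower. Of 11 genes that mobilise storage lipid 5 fell, 0 rose and 6 passed neither, also when adjusted over the list alone, with a median of −0.31. The peroxisomal citrate synthase gene CSY2 was 2.56-fold lower, followed by LACS7, KAT2, MFP2 and PCK1, and without PEG replicate 3 the call of KAT2 was lost and 3 genes fell. Of 13 genes of sulfate assimilation and cysteine synthesis 7 fell, 0 rose and 6 passed neither, with a median of −0.94 (8 fell when adjusted over the list alone). SERAT2;2, a serine acetyltransferase, was 2.85-fold lower, the ATP sulfurylase gene APS3 2.66-fold and the APS reductase gene APR1 2.47-fold. Of 9 measured genes of glucosinolate synthesis 7 fell, 0 rose and 2 passed neither, with a median of −1.35 (8 fell when adjusted over the list alone). SUR1 was 3.94-fold lower and CYP79B3 at least 3.62-fold lower. Camera's adjusted p was 7.7e-04 for fatty acid synthesis, 7.8e-04 for glucosinolates, 0.029 for sulfate and 0.040 for lipid mobilisation. None was kept with an estimated correlation (adjusted p = 0.239 with an estimated correlation for sulfate and 0.180 for the other 3). Without the floor the calls of sulfate and lipid mobilisation were also lost, at adjusted p of 0.0534 and 0.0821, and without dim probe sets at 0.0838 each. That of lipid mobilisation was also lost after median centring (0.0637) and with the replicate number as a block in the model (0.0632). The same held without control replicate 1 (0.0505) or 3 (0.0542).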

The categories heterocycle biosynthetic process and syncytium were over-represented only in response to incubation in ABA, while the categories fatty acid metabolic process and sulfur metabolic process were over-represented only in response to incubation in PEG. The over-representation of these categories is an indication that incubation in either ABA or PEG leads to growth arrest by affecting different genes. 

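All 6 photosynthesis-related genes that the paper compares between ABA and PEG fell with PEG, with a median log2 fold change of −2.48. GUN5 (AT5G13630), a subunit of magnesium chelatase, went from 7.94 ± 0.29 to 4.00 ± 0.00 on the log2 scale (SD, n = 3 arrays each, limma adjusted p = 3.2e-06), with 2 PEG arrays at the floor. APT5 was 7.34-fold lower, APT3 at least 6.74-fold and GUN4, the activator of the chelatase, at least 4.64-fold. HEMA1 and PORB of chlorophyll synthesis were 3.42-fold and 3.41-fold lower. The control seeds came from constant light and the PEG seeds from darkness. Of 3 extensin genes, which encode structural wall proteins, AT2G43150 was 14.2-fold lower (log2 fold change −3.83, SE 0.19) and AT3G28550 at least 6.22-fold lower. AT3G54580, at the floor with PEG, had a log2 fold change of −1.90 and did not pass the test (SE 0.49, limma adjusted p = 0.012). Of 3 expansin genes, EXPA8 was 2.81-fold lower (SE 0.13 on the log2 scale, limma adjusted p = 9.5e-05), whereas EXPA1 and EXPA10 rose by 0.58 and 0.60 on the log2 scale (SE 0.14 and 0.14). The other network probe sets of both genes also rose, those of EXPA1 by 0.95 to 1.00 and that of EXPA10 by 0.62. The calls of EXPA1 and EXPA10 were both lost with no filter and with the replicate number as a block in the model. Both were also lost when control replicate 3 or any 1 PEG replicate was left out. That of EXPA1 was also lost after quantile normalization and without control replicate 1, and that of EXPA10 without control replicate 2.

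Of 5 fatty acid genes 4 fell and 1 passed neither. ACP4 (AT4G25050), an acyl carrier protein, went from 10.57 ± 0.09 to 8.47 ± 0.18 (SD, n = 3 arrays each, limma adjusted p = 1.8e-05), 4.29-fold lower. AT5G10160 was 2.85-fold lower, OPR1, an oxophytodienoate reductase, at least 2.62-fold, and HCD1 had a log2 fold change of −1.20 (SE 0.15). A second probe set of OPR1 had a log2 fold change of −0.46 and did not pass the test. OPR2 had a log2 fold change of −0.36 (SE 0.15, limma adjusted p = 0.078), with PEG at the floor. Of 5 sulfur genes 4 fell and 1 passed neither. CYP83B1 of glucosinolate synthesis was 12.5-fold lower (log2 fold change −3.65, SE 0.28, limma adjusted p = 5.0e-05) and CYP79B2 2.80-fold. The S-adenosylmethionine synthetase genes MAT3 and MTO3 fell, with log2 fold changes of −2.10 (SE 0.10) and −0.59 (SE 0.14), but the call of MTO3 was lost without any 1 replicate and that of CYP79B2 without control replicate 1 or 3 or PEG replicate 1 or 2. GSTU27, a glutathione transferase, had a log2 fold change of −1.03 (SE 0.31, limma adjusted p = 0.024).

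Adjusted over the list alone the counts were the same, except that all 3 extensin genes fell. Camera's adjusted p was 2.1e-04 for the photosynthesis genes, 0.030 for the extensins, 0.010 for the fatty acid genes, 0.010 for the sulfur genes and 0.74 for the expansins. With an estimated correlation no list passed (adjusted p = 0.218 with an estimated correlation for the extensins, 0.815 for the expansins and 0.180 for the other 3). The study chose the fatty acid and sulfur genes for PEG, so their direction is not independent evidence.

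**Figure D4:**
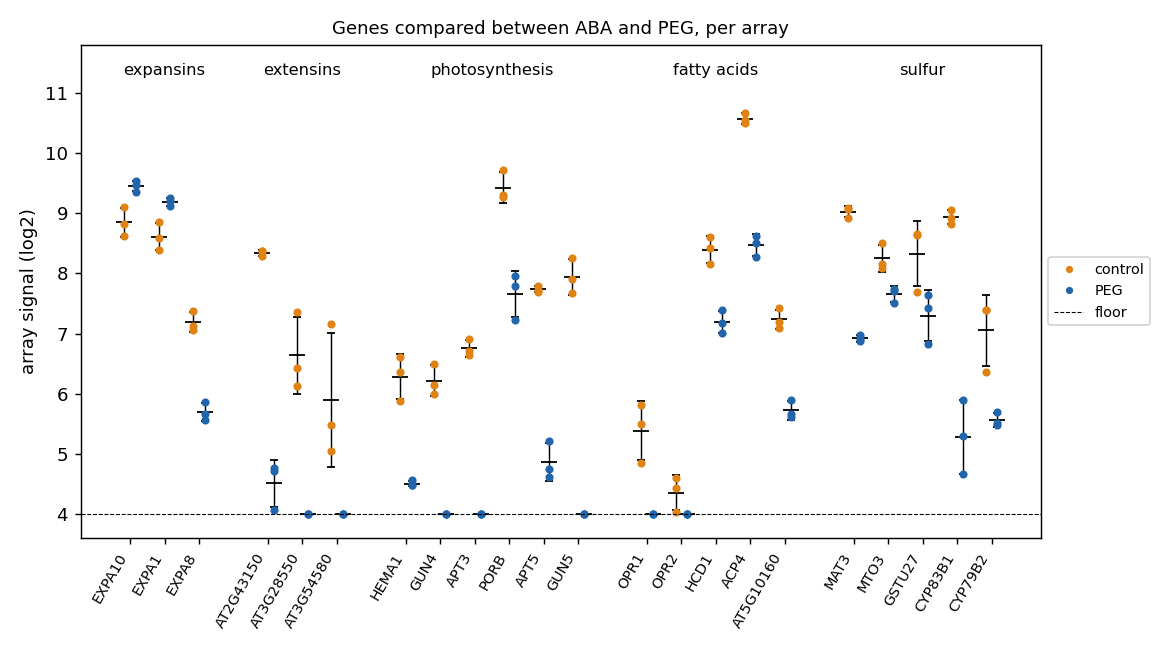
Array signal (log2) of each gene in 3 control and 3 PEG samples. Points are arrays, horizontal marks are means, error bars are SD and the dashed line is the floor of 4. GUN4 and APT3 are at the floor on all 3 PEG arrays.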

Incubation in ABA reduces abundance of transcripts related to expansins (*ATEXPA1, ATEXPA8* and *ATEXPA 10*), extensins (AT2G43150, AT3G28550 and AT3G54580) and certain photosynthesis-related genes (*APT3, APT5, GUN4, GUN5, HEMA1* and *PORB*) that are not significantly affected by PEG treatment, while PEG reduced the abundance of gene transcripts related to fatty-acid metabolism (*AT5G10160, ACP4, HCD1, OPR1* and *OPR2*) and related to the synthesis of compounds that contain sulfur (*ATGSTU27*, *CYP79B2*, *CYP83B1*, *MAT3* and *MTO3*), such as the amino acid cysteine.

Considering that in plant genomes many TFs are master regulators of signaling and regulatory pathways of stress adaptation and act in an ABA-dependent manner (Lindemose et al. 2013), we searched for the presence of known and predicted TFs as listed in the database of *Arabidopsis* transcription factors (DATF, http://www.datf.cbi.pku.edu.cn, Guo et al. 2005) in our network. From the 2290 TFs gene model identifiers available in the DATF, we found 69 in our network (Fig. 7a). Of these, 46 are located in the ER region and are mainly related to response and tolerance to abiotic stress, such as *Abscisic acid insensitive* 5 (*ABI5*), members of the APETALA 2/ethylene-responsive element-binding factor (AP2/ERF) family (*AT5G18450*, *AT5G51190* and *ERF5*), members of the NAM/ATF1/CUC2 (NAC) class (*NAC032*, *NAC048*, *NAC053*, *NAC060*, *NAC083* and *NAC089*) and WRKY TFs (*WRKY 18*, *WRKY29* and *WRKY36*). TFs located in the LR region are mainly related to abiotic stress tolerance, growth regulation and light signaling pathways, such as *ABRE*-*binding factor 1* (*ABF1*), *enhanced* *Em levels* (*EEL*), *LATERAL ORGAN BOUNDARY DOMAIN 41* (*LBD41*), *LATE ELONGATED HYPOCOTYL* (*LHY*), *PHYTOCHROME*-*INTERACTING FACTOR*-*LIKE 2* (*PIL2*), *PHYTOCHROME INTERACTING FACTOR 4* (*PIF4*), *PSEUDO*-*RESPONSE REGULATORS* (*PRR5*), *TIMING OF CAB EXPRESSION 1* (*TOC1*) and *WUSCHEL RELATED HOMEOBOX 12* (*WOX12*).

**Fig. 7:**
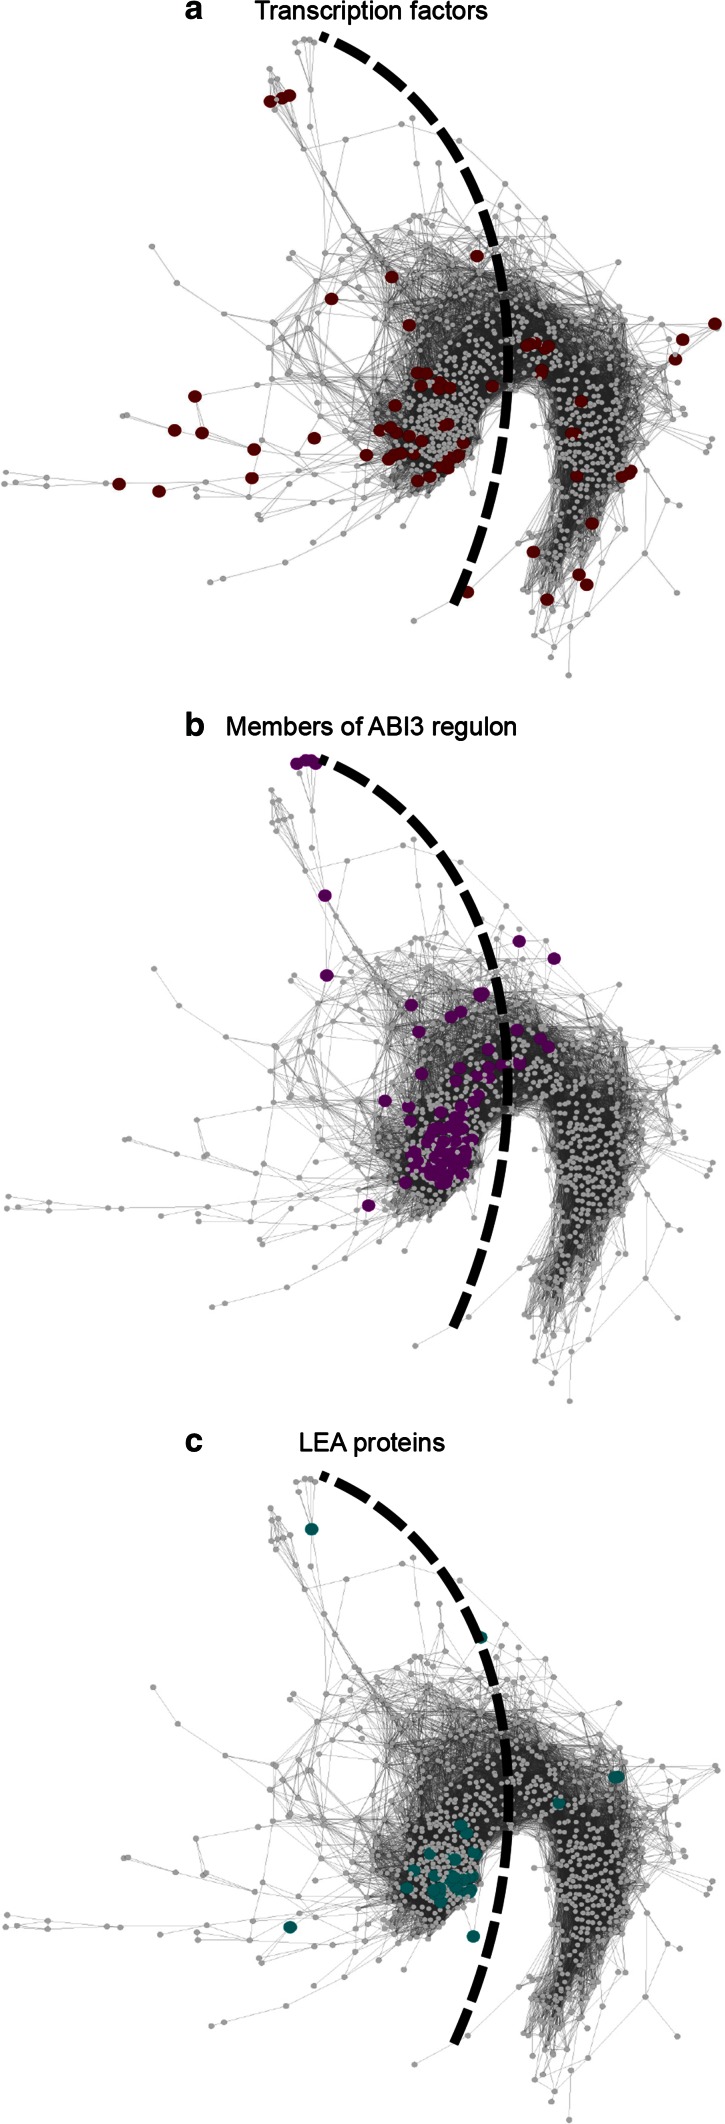
Gene co-expression network of germinated *A. thaliana* seeds incubated in ABA. Nodes are *colored* according to genes encoding transcription factors (**a**), members of the ABI3 regulon (**b**), and LEA proteins (**c**). The *dashed line* separates the early response (*left*) and the late response (*right*) region of the network

The TF *ABI3* is a key regulator of seed development and maturation that, together with ABA, plays an essential role in the protection of embryonic structures from desiccation (Mönke et al. 2012). Targets of ABI3 include genes with a protective role in DT, such as LEA genes. We projected the set of target genes from the ABI3 regulon (Mönke et al. 2012) (Fig. 7b) and the set of genes from the inventory of all LEA proteins identified in the *A. thaliana* genome on our network (Bies-Ethève et al. 2008) (Fig. 7c). Most of the genes representing the ABI3 regulon and LEA proteins are concentrated in the ER region of the network. Within the hubs identified in the network, genes of the ABI3 regulon and LEA genes are significantly (*P* value <0.01) enriched with 44 and 19 genes respectively.

We selected 12 hub genes that are members of the ABI3 regulon, six of which are LEA genes, and investigated their function in the re-establishment of DT and seed-related traits such as dormancy, longevity and vigor (Suppl. Table S3). These genes were chosen based on the indications of their involvement in DT from ongoing studies in our laboratory. The evaluation of seed-related traits is important since the acquisition of DT by seeds requires a series of mechanisms that are also necessary for seed survival in the dry state (Kalemba and Pukacka 2011; Delahaie et al. 2013) and the disruption of one or more of these mechanisms can impact other aspects important for the completion of germination. We characterized T-DNA insertion lines for each of the aforementioned 12 genes. *ECP63*, *AT2G42560*, *AT3G15670*, *AT3G53040*, *AT4G36600*, and *AT5G44310* are the ones that are both members of the ABI3 regulon and the LEA gene family. The remaining six (*AT1G27990*, *CBSX4*, *RTNLB13*, *AT2G25890*, *AT3G54940*, and *AT4G25580*) are members of the ABI3 regulon that are not LEA genes: *AT1G27990* encodes an unknown protein; *CBSX4* encodes a cystathionine-β-synthase (CBS) domain-containing protein involved in reproduction and is highly expressed in dry seeds (Fang et al. 2011); *RTNLB13* codes for a plant reticulon localized in the tubular endoplasmic reticulum and is predicted to be expressed in seeds (Sparkes et al. 2010); *AT2G25890* codes for a sugar-regulated oleosin (Huang et al. 2010); *AT3G54940* encodes a papain-like proteinase up-regulated in senescing siliques (Trobacher et al. 2006) and *AT4G25580* encodes a protein related with response to stress and is highly similar to a CAP160 protein linked with cold acclimation (Kaye et al. 1998).

For the phenotypic characterization in relation to re-establishment of DT, germinated seeds in the stage of appearance of first root hairs were used instead of germinated seeds in the stage of radicle protrusion. At the stage of radicle protrusion, germinated seeds of all the lines, including the wild-type, were able to re-establish DT in more than 90 % of germinated seeds (data not shown). Therefore, no differences were detected between them. On the other hand, at the stage of appearance of first root hairs, germinated seeds were not able to fully re-establish DT, allowing a clearer separation between wild-type seeds and seeds from T-DNA insertion lines. During evaluation of the survival, frequently, when the primary root fails to survive drying, the hypocotyl remains able to generate lateral roots, allowing normal seedling formation. Therefore, the combined evaluation of root survival, cotyledon survival and seedling formation provides a complete representation of the phenotypic influence of the T-DNA insertion on the re-establishment of DT. Three lines had a significant increase in the ability to re-establish DT compared to the wild-type: *cbsx4*, *at3g53040* and *at4g25580* (Fig. 8; Table 3). Three different lines had a decrease in seed vigor, with *at1g27990* being affected in high temperature seed vigor, and *at3g54940* and *at5g44310* showing severely reduced germination under salt stress (Table 3). The genes disrupted in these six lines had a fast increase in transcript level (expression level increase of more than fourfold) already after 2 h of incubation in ABA and remained highly expressed but without significant changes until the last time-point. None of the lines showed phenotypes for seed dormancy and longevity (Suppl. Table S3).

**Fig. 8:**
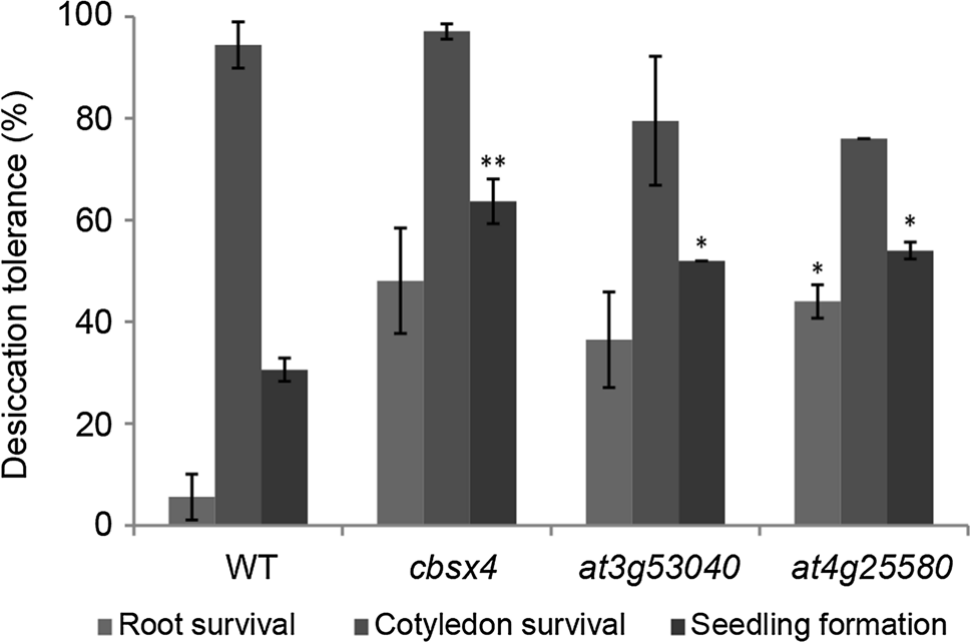
Re-establishment of desiccation tolerance in germinated seeds of wild type (WT) and T-DNA insertion lines scored as survival of primary root (root survival) and cotyledons and seedling formation. *Bars* represent standard error of three replicates. *Asterisks* indicate significant differences at *P* ≤ 0.05 for one and *P* ≤ 0.01 for two asterisks

**Table 3:** Genes chosen for phenotypic characterization with T-DNA insertion lines and their phenotyping results

AGI	Annotation	Seed vigor		DT re-induction
		High temperature	Salt	
AT1G27990	Unknown protein	↓↓		
AT1G80090	CBS DOMAIN CONTAINING PROTEIN 4 (CBSX4)			↑↑
AT2G23640	RETICULAN LIKE PROTEIN B13 (RTNLB13)			
AT2G25890	Oleosin family protein			
AT2G36640	EMBRYONIC CELL PROTEIN 63 (ECP63)			
AT2G42560	LEA domain-containing protein			
AT3G15670	LEA family protein			
AT3G53040	LEA protein, putative			↑
AT3G54940	Papain family cysteine protease		↓	
AT4G25580	CAP160 protein			↑
AT4G36600	LEA protein			
AT5G44310	LEA family protein		↓	

Arrows indicate significant increase (↑) or decrease (↓) as compared to the wild type. Single arrows indicate *P* ≤ 0.05 and double arrows indicate *P* ≤ 0.01

## Discussion

Studies focusing on re-establishment of DT often use PEG alone or in combination with low temperature or ABA (Buitink et al. 2003; Vieira et al. 2010; Maia et al. 2011, 2014). In each case, seeds are exposed to a mild osmotic stress that often triggers a series of ABA-related responses (Huang et al. 2008; Matsui et al. 2008; Dalal et al. 2009). To evaluate the responses to ABA alone, without additional stressors, we studied germinated *A. thaliana* seeds at the stage of radicle protrusion during incubation in ABA. In this stage, DT can be re-established in all the seeds incubated in ABA already after 24 h of incubation (Fig. 1), while approximately 85 % of seeds incubated in PEG for 24 h had re-established DT (Maia et al. 2011). DT re-established in all the seeds by incubation in PEG is only obtained after 72 h of incubation (Maia et al. 2011).

In general, osmotic stresses trigger a series of physiological responses in ABA-dependent and ABA-independent manners with the existence of a cross-talk between them (Buitink et al. 2003; Yamaguchi-Shinozaki and Shinozaki 2005). A comparison between over-represented GO categories in DEGs with accumulating transcripts in response to incubation in ABA and in PEG reinforced the idea that these treatments lead to the re-establishment of DT through partially overlapping mechanisms.

A closer look at the main processes that occur during incubation in ABA revealed enrichment of different GO categories of biological processes (Fig. 4), attesting the growth arrest and the partial return to a quiescent stage similar to the dry seed (Buitink et al. 2006; Maia et al. 2011).

Lipid storage was the most over-represented GO category within the genes with accumulating transcript levels and the genes inside this category are oleosins and oleosin family proteins. Oleosins are typical for the later stages of seed development and, in desiccation tolerant seeds, they prevent lipid bodies from coalescing on dehydration and prevent the disruption of cellular structures during rehydration (Leprince et al. 1998; Pammenter and Berjak 1999).

Despite the fact that all the germinated seeds incubated in ABA had re-established DT after 24 h, the incubation was maintained for a total of 72 h, which improves longevity compared with incubation for 24 h (Fig. 2). Also during development, acquisition of DT precedes acquisition of longevity, likely to ensure timely response of stress-related genes (such as LEAs, HSPs and oxidative stress-related genes) that also improve seed storability (Verdier et al. 2013).

Transcriptomic studies generate large datasets. Visualization and analysis of this kind of data as networks is an important approach to explore a wide variety of biological relations (Freeman et al. 2007; Dekkers et al. 2013). To construct a network, the similarity between individual expression profiles may be determined and used as edges that connect nodes, or genes (Freeman et al. 2007). Once the network is given, an analysis of its structure can indicate key genes, functional modules or relations between the network structure and additional information (Villa-Vialaneix et al. 2013). Several centrality measures or topological indexes have been used to analyze networks. The degree centrality or just degree is thought to be simplest (Scardoni et al. 2009; Piraveenan et al. 2013; Bass et al. 2013). It refers to the number of links a given node has with other nodes and allows an immediate evaluation of the relevance of the node to the network (Scardoni et al. 2009; Piraveenan et al. 2013). Nodes with high degrees are called hubs and are thought to play important roles in organizing the behavior of the network (Dong and Horvath 2007; Bass et al. 2013; Villa-Vialaneix et al. 2013).

The ER region of the network contains genes related mainly to wax biosynthetic processes, lipid storage, seed development and response to abscisic acid stimulus. Most of the genes with accumulating transcript levels in relation with dormancy, DT acquisition, re-establishment of DT with PEG, and drought also locate in this region (Fig. 6). Also, all the hubs and most of the members of the ABI3 regulon, LEA proteins and TFs found in the network are in this region (Fig. 7). ABA is a key component of responses to abiotic stresses and regulation of seed dormancy and germination. The responses to abiotic stresses elicited by ABA include minimization of water transpiration (for example, by the accumulation of cuticular wax), and synthesis of protectants (such as LEA proteins) and antioxidants (Dalal et al. 2009; Seo et al. 2011). During seed development and germination, several genes under the control of ABA are related to the acquisition and loss of dormancy and DT (Toorop et al. 2005; Buitink et al. 2006; Maia et al. 2011; Terrasson et al. 2013). Moreover, ABA-responsive gene expression is directly regulated by TFs (Fujita et al. 2011). The TFs in the ER region of the network, such as ABI5, AP2/ERF TFs and NAC TFs, are known to be related with response and tolerance to abiotic stress possibly by a rapid amplification and broadening of signal responses (Fujita et al. 2011). Taken together, these observations reinforce the relation between early stress response and seed development and the view that early responsive genes may provide initial protection and amplification of signals (Buitink et al. 2006).

The LR region contains genes related mainly with response to abiotic stimulus (especially light stimulus), and aromatic amino acid family metabolic processes. The GO category aromatic amino acid family metabolic processes refer to chemical reactions and pathways involving amino acids with an aromatic ring, such as phenylalanine, tyrosine, and tryptophan, which could be involved in protein stability (Khuri et al. 2001; Carbon et al. 2009). TFs located in this region are related to abiotic stress tolerance, growth regulation and light signaling pathways and might influence the plant’s ability to adapt to daily changes in water status in a coordinated action with the circadian clock (Alabadí et al. 2001; Fujita et al. 2011). These results are in agreement with the hypothesis that genes which are responding later may be involved in adaptation to stress conditions (Buitink et al. 2006).

We considered the 100 nodes with the highest degrees as hubs. They are all concentrated in the ER region and most of them follow the expression pattern corresponding to the 5th clustered pattern of the SOM analysis (fast increase in expression in the first 2 h of incubation in ABA followed by certain stabilization in the following hours).

Three T-DNA insertion lines showed a higher ability to re-establish DT compared to wild-type, suggesting the existence of de-repression mechanisms and redundancy between highly similar genes. These lines are *cbsx4*, *at3g53040* and *at4g25580*. CBSX4 is one of the two *A. thaliana* homologous genes (the other is AT1G15330) that encode CBS domain-containing proteins that belongs to the PV42 class of gamma subunits of SnRK1 (Fang et al. 2011). CBS domain-containing proteins have been found to act in a variety of biological processes, such as metabolic enzymes, transcriptional regulators, ion channels, and transporters (Rosnoblet et al. 2007; Fang et al. 2011). *A. thaliana* mutants in *HISTONE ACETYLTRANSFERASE1* (*HAC1*) had reduced expression of both *AT1G15330* and *CBSX4*, suggesting a role of these genes in sugar sensing and fertility (Heisel et al. 2013). Phenotyping a T-DNA insertion line for *AT1G15330* did not show any phenotypes (data not shown). The observed phenotype of higher ability to re-establish DT compared to wild-type seeds could be due to compensatory effects of one homologous gene over the other. Interestingly, *cbsx4* had an increased expression of the mutated gene compared to the wild-type in a RT-PCR experiment. We speculate that the amplification of this gene generates a product with a non-functional sub-unit, as the presence and location of the insertion in the last exon of the gene was confirmed.

*AT3G53040* codes for a cytosolic LEA domain-containing protein that shares typical features of the LEAM protein class A α-helix motifs, being classified as LEA_4 family (Candat et al. 2014). Proteins of this family are likely to interact and protect various cellular membranes during dehydration (Candat et al. 2014). In *A. thaliana* seedlings, the expression of *AT3G53040* was shown to respond to ABA, but without inducible expression to stress conditions (Huang and Wu 2006; Bies-Ethève et al. 2008). *AT3G53040* and *AT2G36640* are very similar to each other in sequence and expression pattern and are considered to form a pair derived from a whole genome duplication (Hundertmark and Hincha 2008; Bies-Ethève et al. 2008). It is expected that duplicated genes have redundant functions and the higher ability to re-establish DT observed in *at3g53040* compared to wild-type could be caused by this redundancy and compensatory effects. It is likely that the phenotyping of a T-DNA insertion line of *AT2G36640* did not result in differences compared to the wild-type (data not shown) due to this redundancy.

*AT4G25580* codes for a stress-responsive protein-related with weak similarity (less than 20 % identity) with LEA group 2 (Bies-Ethève et al. 2008) and high similarity to a CAP160 protein (Mönke et al. 2012) and to a CDeT11-24 from *Craterostigma plantagineum* (Röhrig et al. 2006). In spinach, CAP160 proteins are predominantly cytosolic, induced by drought stress and related to stabilization of membranes, ribosomes and cytoskeletal elements (Kaye et al. 1998). CDeT11-24 is thought to contribute to the plant’s DT possibly by interacting with other proteins such as dehydrins (Röhrig et al. 2006). However, *at4g25580* seeds had an increased ability to re-establish DT compared to wild-type seeds, suggesting the operation of derepression mechanisms.

None of the T-DNA lines analyzed showed phenotypes for seed dormancy or longevity. Only one of the analyzed genes (*AT3G53040*) was reported to be differentially expressed comparing dormant and after-ripened states (Cadman et al. 2006; Bassel et al. 2011). Considering the increase in longevity between 24 and 72 h of incubation in ABA and the location in the network (ER region) of the genes chosen for phenotypic characterization, it is conceivable that the disruption of single genes would not influence longevity. Besides, as only three of the T-DNA lines had the vigor affected, we believe that seed development was not significantly affected by the disruption of the single genes.

Taken together, these results confirm that the analysis of co-expression network structures can bring insights to biological processes. We showed that the re-establishment of DT in germinated *A. thaliana* seeds can be divided into two phases. In the first phase, a series of stress-responsive genes that are also related to seed development as well as other biological processes (such as dormancy, acquisition of DT, drought and the circadian clock) is induced, promoting amplification of signals, growth arrest and protection mechanisms (such as LEA proteins). In the second phase, photosynthesis and primary metabolism are strongly inhibited and another set of stress-responsive genes promotes adaptation to stress conditions that also contribute to seed survival in the dry state, improving longevity. Moreover, we suggest that redundancy and compensatory mechanisms may be operating when genes important for DT are disrupted.

### *Author contribution statement*

MCDC designed research, conducted experiments, analyzed data and wrote the manuscript. KR analyzed data and wrote the manuscript. HN designed scripts for microarray analysis. FY conducted experiments. WL, JB and HWMH conceived and designed research, analyzed data and wrote the manuscript. All authors read and approved the manuscript.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplemental Fig. S1 Schematic illustration and relative abundance of transcripts of mutated genes in *cbsx4*, *at3g53040* and *at4g25580*. **a** Mapped T-DNA insertion sites (triangles) are indicated on the top of the genomic structure. Black boxes on the black solid line indicate the exons, gray boxes indicate 3′and 5′ untranslated regions and arrows indicate location of qPCR primers (fwd: forward; rev: reverse). **b** Normalized relative expression levels of transcripts of mutated genes in *cbsx4*, *at3g53040* and *at4g25580* compared to wild-type (WT) calculated with the qBase software (Hellemans et al. 2007). Asterisks indicate significant differences at *P* ≤ 0.05 for one, *P* ≤ 0.01 for two asterisks (TIFF 220 kb)

Supplemental Fig. S2 Temporal expression profiles of 20 genes measured by qPCR and microarray after incubation of germinated seeds in the stage of radicle protrusion for 0 h, 2 h and 24 h. Blue lines indicate expression levels measured by qPCR and red lines indicate expression levels measured by microarray (TIFF 551 kb)

Supplementary material 3 (XLSX 261 kb)

## Abbreviations

ABA: Abscisic acid
DT: Desiccation tolerance
DEG: Differentially expressed gene
ER: Early response
GO: Gene ontology
HSP: Heat shock protein
LR: Late response
LEA: Late embryogenesis abundant
ORA: Over-representation analysis
PEG: Polyethylene glycol
SOM: Self-organizing map
TF: Transcription factors

How the deposited data were processed for this re-analysis (not part of the article)

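Transcript levels were measured on 6 arrays of germinated Col-0 seeds of Arabidopsis at the stage of radicle protrusion, 3 control samples and 3 PEG samples. The labels give total RNA extracted with hot borate, 50 ng of it in each labelling, and amplification with the NuGEN Ovation PicoSL WTA system. The paper names the Affymetrix Arabidopsis Gene 1.1 ST array for its ABA series. The deposited table holds 1 value on a log2 scale for each probe set and each of the 6 samples, as the authors made them. RMA normalization is stated in the paper for its ABA arrays and is presumed here for the PEG arrays, and no floor had been applied to the deposited values. The arrays of the ABA time series were not used here, and neither were the other published data sets that the paper projects on its network. Over the 921 network probe sets that could be read, the control means correlated with the paper's values at the start of ABA incubation (r = 0.956, probe sets not being independent replicates), with a median difference of −0.69 and 0 values equal within 0.001. Whether the arrays or only their processing differ was not tested.

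The analysis was done in R 4.3.3 with limma 3.58.1. Values below 4 were set to 4, and probe sets at 4 on all 6 arrays were left out. A linear model was fitted to each of 23901 probe sets with lmFit and eBayes, PEG minus control, and p was adjusted by Benjamini-Hochberg over the probe sets. A probe set or gene rose or fell at an adjusted p of at most 0.01, and a DEG also had a log2 fold change of at least 2 in size. The paper states the same fold threshold for its ABA analysis and a P of at most 0.01, without naming an adjustment, and the threshold of its PEG calls is not given in the sources used here. Each gene was represented by its probe set with the highest mean. The 2 conditions were the only groups compared, and replicate numbers were not used as pairs. Fitting and calling were tested on simulated data with known changes, in 50 probe sets for each size of change. Of 50, 0 were recovered at a log2 shift of 0.5, 23 at 1, 47 at 2 and 50 at 3. Only probe sets of strong signal were shifted, and far fewer changed than in the real data. These shares therefore need not hold for the real data. With 3 arrays in each group, the number of arrays limits the precision of every value, and the floor limits what can be measured in weakly expressed genes. Other probe sets of ABF2, OPR1, AT2G23110, LHCB4.2, ASN1 and PIL2 gave another call than the one used.

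Gene lists, the tests at the claims, their thresholds and the alternatives except 1 were written before the data were examined. Most tests of explanations in the closing section were chosen later, as stated there. Of 34 lists, 10 hold genes that the paper names: respiration, expansins, extensins, photosynthesis, fatty acid and sulfur genes, the genes of Table 2, the 12 phenotyped hubs, and the transcription factors of the ER and of the LR region. The other 24 hold textbook genes for hypoxia, LEA proteins, oleosins, seed storage proteins, heat shock proteins, ABA signalling and metabolism, osmoprotectant synthesis, the circadian clock, dormancy regulators, light-harvesting complexes, photosystem subunits, carbon fixation, tetrapyrrole synthesis, alpha-expansins, plastid fatty acid synthesis, storage lipid mobilisation, sulfate assimilation and cysteine synthesis, glucosinolate synthesis, the cell cycle, dark-induced genes, light-induced regulators and flavonoid enzymes, and markers of endosperm, seed coat and root hairs. For each list, the members that rose, fell or passed neither were counted, with p adjusted over all probe sets and over the list alone. Each list was tested with camera of limma, with a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists and read at 0.05. The test fry of limma was planned and run as well, and no call was read from it. Its adjusted p was 0.29 for the expansins the paper names, 0.19 for dark-induced genes and 0.061 for root hair markers. For the other lists it was under 0.05, also for hypoxia genes (4.1e-04, downwards) and the ER transcription factors (0.0015, upwards). The network was tallied from the readable part of Table S2, by the SOM clusters and PEG calls given there, without a test of overlap, since the copy used was shortened.

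The genes named in the text are those the paper names, in each list up to 4 genes with the largest change that passed the test and whose PEG arrays all lay on one side of the controls, and the 10 largest rises and 10 largest falls by the same rule. The paper's own values had been seen when this rule was written. ERD10, SAG21, AT2G46140, AT2G44060, CYP707A1, PYL6, CCA1, MFT, DAG1, LDH, PDC2, SUS1, HEMA2, PCK1, HSP70-3, BCDHB1, DIN4, SEN1, AT2G22970 and AT3G48260 fall outside it and were named after their values were seen.

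The alternatives were no floor, leaving out dim probe sets (mean below 6 in both groups), no filter, quantile normalization, median centring, an unadjusted p of at most 0.01, an adjusted p under 0.05, a log2 fold change of at least 1, no fold threshold, an intensity trend with a robust fit, the replicate number as a block, the mean of all probe sets of a gene, an estimated correlation in camera, and leaving out each replicate in turn. The combination of no floor with a log2 fold change of at least 1 was added after the values were seen. GO categories were not analysed here, and neither were the physiological measurements and the mutant lines.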

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

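The tests of scaling, darkness, low oxygen and a shared ABA response, and the count over other splits of the samples, were chosen only after the results were seen, and that of a compressed signal range before.

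Of the 10 largest rises and 10 largest falls of the comparison, those in genes that the paper's text does not name are listed here, which leaves out the rise of the hub AT3G54940 (log2 fold change 6.06). The rises (log2 fold change) were RAB18 6.58, CRA1 6.42, OLEO2 6.38, AT2G21820 6.32, AT2G21490 6.31, EM1 6.10, AT3G01570 5.98, AT1G68250 5.97 and OLEO1 5.92. The falls were ELIP1 −5.89, AT2G45180 −5.57, AT5G57760 −5.54, XTH9 −5.50, HOL1 −5.35, AT4G28290 −5.28, ELIP2 −5.26, FLA9 −5.00, AGP21 −4.90 and AT4G23680 −4.85. ELIP1 and ELIP2 encode early light-induced proteins, and the control seeds came from constant light. ELIP1, AT2G45180, AT5G57760, XTH9, ELIP2, FLA9 and AGP21 were at the floor on all PEG arrays, so their falls are bounds and the choice and order of the genes depend on the floor. Without the floor RBCS1B (−5.93), RD29B (6.63), AT2G42560 (6.91) and AT4G36600 (6.56) had changes of that size as well. In the readable part of Table S2 the paper marks AT2G21820, AT2G21490, EM1, AT3G01570, AT1G68250 and OLEO1 as up with PEG, and ELIP1, AT2G45180, HOL1, AT4G28290, ELIP2, FLA9, AGP21 and AT4G23680 as down. RAB18, CRA1, OLEO2, AT5G57760 and XTH9 are not in that part. It runs in order of gene code and reaches past XTH9 (AT4G03210), which is therefore not among the nodes listed.

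Most measured genes of the cell cycle and most light-induced genes, which the paper does not discuss with PEG, also fell. Of 22 measured cell cycle genes 19 fell, 0 rose and 3 passed neither, also when adjusted over the list alone, with a median log2 fold change of −1.31 (camera adjusted p = 1.9e-07, and adjusted p = 0.180 with an estimated correlation). Among them were PCNA1, which encodes the sliding clamp of DNA replication (log2 fold change −2.57, with PEG at the floor), and the replication licensing gene MCM5 (−2.05). Where dim probe sets were left out, 8 were called lower. Of 9 light-induced regulators and flavonoid enzymes 8 fell, 0 rose and 1 passed neither, also when adjusted over the list alone, with a median of −2.03 (camera adjusted p = 5.5e-06, and adjusted p = 0.180 with an estimated correlation). Among them were HYH, a regulator of the light response (−3.83), and the chalcone synthase gene CHS (−3.09), both with PEG at the floor.

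The split of the samples into PEG and control gave 7117 changed genes and 825 DEGs with limma. With 3 arrays against 3 there are 10 splits, and 1 of the 10, the real one, gave as many. The share of splits is therefore never under 0.1. The highest of the other splits gave 0 changed genes and 0 DEGs, and at an unadjusted p under 0.05 between 73 and 262 genes, against 10510 in the real split. Each other split mixes PEG and control arrays in both groups, so the PEG difference adds to the spread within them. Low counts there follow by construction and decide nothing about chance.

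The first pattern is the fall of genes for photosystem subunits with PEG, with a median log2 fold change of −2.17. A scaling of the arrays as its cause was argued against, since the list lay 2.14 or more below the median of all genes under each of 3 scalings (the highest difference was −2.14). A shift of a whole array cancels in this difference, so the 3 scalings gave nearly the same value and are not separate support. Darkness during the incubation predicted a rise of dark-induced genes, and their median was 0.45, with 4 that rose (DRM1 2.07, ASN1 1.55 with the control at the floor, ETFQO 0.84 and BCDHB1 0.73), 3 that fell (DIN10 −3.15, DIN4 −0.80 with PEG at the floor and SEN1 −0.61) and 3 that passed neither, also when adjusted over the list alone (camera adjusted p = 0.46, and adjusted p = 0.551 with an estimated correlation). With members moving both ways this decided nothing, and the calls of ASN1 and ETFQO were lost when any 1 control was left out. For these genes an effect of PEG cannot be told apart from one of darkness, of 20 °C or of the 72 h that passed. All PEG seeds and no control seeds had been kept dark, at 20 °C and for 72 h.

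The second pattern is the rise of 3 of the 4 respiration genes, with a median of 2.17 over the 4. Low oxygen at the time of sampling, if it raised known hypoxia genes by about as much, was argued against by the median of the hypoxia genes, −0.38 (SD over 15 members 1.24), with more members that fell than rose. These 15 leave out the 4 respiration genes, and the list did not pass the camera test (adjusted p = 0.11). Whether a fall from another cause hid a rise in them was not tested. Low oxygen earlier in the incubation stays open, as does osmotic stress, since neither was measured. A response shared with ABA also stays open. Of the 4 genes only 2 were in the readable part of Table S2, and the lower of their changes after 72 h in ABA was 2.37 by the paper's values, too few genes to decide. That part runs in order of gene code and reaches past AT1G33055 and ADH1, so these are not among the network nodes listed. Their absence from the network does not give the size of their change in ABA.

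The third pattern is that control replicate 2 stood apart from the other controls on the second principal component (4.84% of the variance). Its values exceeded those of the other controls by a median of 0.44 among probe sets below 4 and fell by 0.08 below them among probe sets above 8, so its signal range was compressed. After quantile normalization, which gives all arrays the same range, the component held 4.86% and control replicate 2 was still farthest from 0. This argued against a compressed range above the floor as the whole cause. Values below 4, where the compression was largest, had been set to 4 before both components were computed. For them the comparison decided nothing. A difference in the tissue, stage or labelling of that sample may remain, and no biological explanation was tested.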

How the results depend on the processing

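The combination of no floor with a log2 fold change of at least 1 was chosen only after the results were seen. No called gene and no called set test was reversed in direction in any setting. The balance of all genes turned after median centring, with 3717 that rose and 3511 that fell, and the median of the endosperm markers, −0.01, was 0.07 after quantile normalization and after median centring. Of 194 values of the counts of genes and network nodes under alternatives, 174 stayed within 1.5 times the value given and 20 moved. Of 507 values of the set tests 455 kept their side of the threshold, 50 were weaker and 2 stronger. Of 1088 counts of list members 1013 were the same and 75 moved. Of 2487 values of single genes 2373 kept their call, 93 lost it and 21 gained it. Of 148 named genes that were called, 123 were called in every setting that measured them. The cause of the changes was not tested, except where a looser threshold admits more genes by construction.

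Without a fold threshold 3274 genes counted as DEGs higher and 3843 lower, and 387 and 400 network nodes (85.5%). At a log2 fold change of at least 1 these were 1555 and 2151 genes, and 381 network nodes were lower and 81.4% were DEGs. With no floor added to that, 1813 and 2911 genes, and 391 and 410 nodes (87.0%). In each of these 3 settings all 16 genes of Table 2 were DEGs. With no floor alone 924 DEGs were lower. With no filter 1843 genes rose and 2264 fell, and 24 named genes lost their call. With 1 replicate left out, the DEGs were 312 to 345 higher and 453 to 541 lower, 2319 to 3008 genes rose and 2975 to 3488 fell, 51.5% to 54.9% of the network nodes were DEGs, and 8 to 10 genes of Table 2. Of the 825 DEGs, between 741 and 814 were kept with 1 replicate left out, 809 after quantile normalization and 782 after median centring.

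With an estimated correlation, none of the 24 lists that passed the camera test passed. The adjusted p was 0.180 for most, 0.183 for photosystem subunits, 0.200 for the LR transcription factors, 0.218 for extensins and for ABA genes, 0.239 for sulfate assimilation and 0.340 for storage proteins. In the other settings 5 lists lost their call. For the LR transcription factors the adjusted p was 0.0534 with no floor, 0.206 without dim probe sets, 0.0540 after quantile normalization, 0.0708 after median centring, 0.0588 with the block, and 0.0371 to 0.0594 with 1 replicate left out (lost without control 1, 2 or 3 or PEG 2). For ABA genes it was 0.0970 without dim probe sets, 0.0540 after quantile normalization, 0.0708 after median centring, and 0.0290 to 0.0681 with 1 replicate left out (lost without control 2). For osmoprotectants it was 0.0534 with no floor, 0.137 without dim probe sets, 0.0555 after median centring, and 0.0214 to 0.0665 (lost without control 1 or 3). For lipid mobilisation it was 0.0821 with no floor, 0.0838 without dim probe sets, 0.0637 after median centring, 0.0632 with the block, and 0.0377 to 0.0542 (lost without control 1 or 3). For sulfate assimilation it was 0.0534 with no floor and 0.0838 without dim probe sets. The hypoxia genes passed downwards without dim probe sets (0.0369) and with no filter (0.0428). Without dim probe sets 2 lists, and without control replicate 1 another, had too few genes for a set test.

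Whether replicate numbers pair the samples is not given in the sources used here. The deviations of control and PEG arrays with the same number from their group means correlated at −0.088, −0.015 and 0.043. For arrays with different numbers the correlations were −0.115 to 0.102. With 3 arrays in each group these values showed no sign of pairing but cannot exclude it. With the number as a block 2819 genes rose and 3451 fell. Between 38.2% and 41.6% of the values of an array lay below the floor, so genes of weak signal were measured poorly, and folds of genes at the floor are lower bounds.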

Differences from the paper's values

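The alternatives were set before the data were examined, except the combination of no floor with a log2 fold change of at least 1, which was chosen only after the values were seen. The paper states no threshold for its PEG calls, so the counts of DEGs here use the fold threshold of its ABA analysis with an adjusted p of at most 0.01. Its ABA analysis states a P of at most 0.01 without naming an adjustment, and with an unadjusted p the values here were 53.2% of the nodes, 235 lower nodes and 10 genes of Table 2.

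Of the network nodes, 84% are DEGs with PEG by the paper's value, and 53.0% of the readable nodes were DEGs here. The values were within 1.5 times of each other with no floor (64.4%), with a log2 fold change of at least 1 (81.4%) and with no fold threshold (85.5%). In all other settings planned beforehand they were not. Table S2 marks 408 of the readable nodes as lower with PEG (the paper's value), and 235 were lower DEGs here. The values were within 1.5 times of each other with no floor (306), a log2 fold change of at least 1 (381) and no fold threshold (400), and in no other planned setting. All 16 genes of Table 2 are DEGs by the paper's value, and 10 were DEGs here, against 11 with no floor and 16 with a log2 fold change of at least 1 or with no fold threshold. In the other planned settings between 8 and 10 were. The combination of no floor with a log2 fold change of at least 1, chosen after seeing the values, gave 87.0% of the nodes, 410 lower nodes and 16 genes of Table 2, and of the 781 nodes that the paper marks it dropped 7. It also called 27 of the 140 nodes that the paper leaves unmarked. The main thresholds dropped 293 of the 781, and no fold threshold dropped 39 and called 45 unmarked nodes. Without the floor, all 781 marked nodes had the paper's sign, and 777 of them a log2 fold change of at least 1 in size. Of the 140 unmarked nodes, 40 also reached that size. Whether the paper's marks were made from these same arrays is not given in the sources used here.

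The paper proposes that PEG induced respiration genes, and names ADH1 among them. ADH1 had a log2 fold change of 0.34 and did not pass the limma test (adjusted p = 0.33), in any setting, whereas AT1G33055, AT1G19530 and AT3G10020 rose.

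The paper states that the named expansins, extensins and photosynthesis-related genes declined in ABA and were not significantly affected by PEG. By the adjusted p alone, without a fold threshold, 9 of these 12 genes fell, 2 rose and 1 passed neither here. By the threshold for DEGs, 0 expansins, 2 extensins and 4 photosynthesis-related genes were lower, and none was higher. EXPA8 fell (−1.49), as did the extensin genes AT2G43150 (−3.83) and AT3G28550 (−2.64, with PEG at the floor) and all 6 photosynthesis-related genes, from GUN5 (−3.94) to PORB (−1.77), whereas EXPA1 (0.58) and EXPA10 (0.60) rose. Other probe sets of EXPA1 rose by 0.95 to 1.00. The calls of EXPA1 and EXPA10 were lost in 8 and 7 of 16 settings. Both were lost with no filter, with the replicate block, without control replicate 3 and without any 1 PEG replicate. In the readable part of Table S2 the paper itself marks the 9 genes that fell as down with PEG and leaves EXPA1 and EXPA10 unmarked. AT3G54580 (−1.90, with PEG at the floor) is not in that part, which runs in order of gene code past it, so it is not among the nodes listed. It did not pass the test. With no floor, an unadjusted p, an adjusted p under 0.05, an intensity trend, the replicate block, or without control replicate 1 or 3, it did.

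The paper lists OPR2 among the fatty acid genes and GSTU27 among the sulfur genes that declined in PEG. OPR2 (−0.36, with PEG at the floor) did not pass the test and fell with no floor, at −1.98. GSTU27 (−1.03) did not pass and fell where dim probe sets were left out, at an adjusted p under 0.05, and without control replicate 2 (−1.35). The other 8 genes of these lists fell. The call of MTO3 was lost in 10 of 16 settings, that of CYP79B2 in 5 of 16 and that of OPR1 in 2 of 15.

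The paper states that categories of circadian rhythm and dormancy were over-represented only with ABA. GO categories were not tested here, and 10 of 14 clock genes rose with PEG, while 1 of 4 measured dormancy regulators rose.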

Other observations

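Of 13 transcription factor genes that the paper places in the ER region, 5 rose with PEG, 5 fell and 3 passed neither (6 and 5 when adjusted over the list alone). ABI5, which encodes a bZIP factor of ABA signalling, had a log2 fold change of 3.29, NAC089 of 2.70, NAC060 of 2.60 (control at the floor), NAC032 of 1.39 and NAC053 of 0.60. WRKY18 had −2.40, ERF5 −2.24, NAC048 −1.95, WRKY36 −1.74 and NAC083 −1.02, while AT5G18450 (1.32, control at the floor), WRKY29 (−1.11) and AT5G51190 (−0.02, PEG at the floor) did not pass the limma test. AT5G18450 passed in 7 settings: no floor (2.51), an unadjusted p, an adjusted p under 0.05, an intensity trend, the replicate block, and without PEG replicate 1 or 3. WRKY29 passed at an adjusted p under 0.05 and AT5G51190 with no floor (−1.82). The call of NAC053 was lost with no filter, with the replicate block, and without control replicate 1 or 3 or PEG replicate 2 or 3, and those of NAC032 and NAC083 with no filter. The median of the list was −0.02 although camera gave the direction as up (adjusted p = 0.81, and adjusted p = 0.815 with an estimated correlation). Of 9 placed in the LR region, 5 rose, 2 fell and 2 passed neither, also when adjusted over the list alone, with a median of 1.38 (camera adjusted p = 0.042, and adjusted p = 0.200 with an estimated correlation). That call was also lost with no floor, without dim probe sets, after quantile normalization or median centring, with the replicate block, and without control replicate 1, 2 or 3 or PEG replicate 2, at adjusted p from 0.0502 to 0.206. The genes that changed were EEL (4.45), PRR5 (3.47, control at the floor), ABF1 (3.43, control at the floor), TOC1 (1.82) and PIL2 (1.38, control at the floor), and LHY (−3.92) and WOX12 (−2.55, PEG at the floor). PIF4 (0.62) and LBD41 (−0.59) did not pass, and PIF4 did at an adjusted p under 0.05.

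Of 15 measured heat shock protein genes 1 rose, 4 fell and 10 passed neither, also when adjusted over the list alone. HSP70B rose, with a log2 fold change of 1.48, and AT4G21870 (−3.23), AT5G51440 (−2.29, PEG at the floor), AT5G37670 (−1.29) and HSP70-3 (−1.02) fell. The median was −0.01 and the list did not pass (camera adjusted p = 0.51, and adjusted p = 0.554 with an estimated correlation).

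Of 6 measured markers of the endosperm, the mannanase gene MAN7 rose 7.35-fold, EPR1 (−0.98) and MAN6 (−0.64) fell and 3 passed neither, also when adjusted over the list alone. The median of −0.01 (0.07 after quantile normalization or median centring) and the direction of camera, up, differed in sign (adjusted p = 0.73, and adjusted p = 0.815 with an estimated correlation). The calls of EPR1 and MAN6 were both lost without control replicate 1 or 3 or PEG replicate 2 or 3. Of 8 markers of the seed coat and 7 of root hairs 3 each were measured, and none passed the limma test, also when adjusted over the list alone (medians −0.35 and −0.19, camera adjusted p = 0.46 and 0.51, and adjusted p = 0.524 and 0.664 with an estimated correlation).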
